# A human sleep homeostasis phenotype in mice expressing a primate-specific *PER3* variable-number tandem-repeat coding-region polymorphism

**DOI:** 10.1096/fj.13-240135

**Published:** 2014-06

**Authors:** Sibah Hasan, Daan R. van der Veen, Raphaelle Winsky-Sommerer, Alexandra Hogben, Emma E. Laing, Frank Koentgen, Derk-Jan Dijk, Simon N. Archer

**Keywords:** circadian, sleep deprivation, EEG, clock genes

## Abstract

In humans, a primate-specific variable-number tandem-repeat (VNTR) polymorphism (4 or 5 repeats 54 nt in length) in the circadian gene *PER3* is associated with differences in sleep timing and homeostatic responses to sleep loss. We investigated the effects of this polymorphism on circadian rhythmicity and sleep homeostasis by introducing the polymorphism into mice and assessing circadian and sleep parameters at baseline and during and after 12 h of sleep deprivation (SD). Microarray analysis was used to measure hypothalamic and cortical gene expression. Circadian behavior and sleep were normal at baseline. The response to SD of 2 electrophysiological markers of sleep homeostasis, electroencephalography (EEG) θ power during wakefulness and δ power during sleep, were greater in the *Per3*^5/5^ mice. During recovery, the *Per3*^5/5^ mice fully compensated for the SD-induced deficit in δ power, but the *Per3*^4/4^ and wild-type mice did not. Sleep homeostasis-related transcripts (*e.g.*, *Homer1*, *Ptgs2*, and *Kcna2*) were differentially expressed between the humanized mice, but circadian clock genes were not. These data are in accordance with the hypothesis derived from human data that the *PER3* VNTR polymorphism modifies the sleep homeostatic response without significantly influencing circadian parameters.—Hasan, S., van der Veen, D. R., Winsky-Sommerer, R., Hogben, A., Laing, E. E., Koentgen, F., Dijk, D.-J., Archer, S. N. A human sleep homeostasis phenotype in mice expressing a primate-specific *PER3* variable-number tandem-repeat coding-region polymorphism.

There are individual differences in sleep timing and duration and responses to sleep loss, but the underlying mechanisms remain poorly understood (1, 2). Sleep-wake cycles are determined by the interaction of circadian timing and sleep homeostasis (3, 4), and some of the molecular mechanisms of both processes have been identified.

Cellular circadian rhythms are generated by a transcriptional–translational feedback oscillator consisting of the positive regulators CLOCK and BMAL1 and the negative regulators Period (PER) and Cryptochrome (CRY), which inhibit expression (5). Alterations in these genes are associated with the timing of sleep-wake activity and sleep homeostasis (6). In particular, during non-rapid eye movement sleep (NREMS), electroencephalography (EEG)-measured δ power, an established marker of sleep homeostasis, is affected by clock genes (7, 8). Sleep duration is associated with single-nucleotide polymorphisms (SNPs) in *CLOCK* (9), and sleep-timing preference and delayed sleep-phase disorder (DSPD) are associated with polymorphisms within *PER2*, *PER3*, and *CLOCK*, although the results have not always been replicated (2). Most human association studies have not shown whether polymorphisms affect the circadian or homeostatic aspect of sleep regulation, and many show no direct link between specific polymorphisms and causative mechanisms (2).

Although *Per3* was originally described as a clock gene and data show that it interacts with other clock elements (10), its redundant role within the circadian clock is far from clear (11, 12). Functional knockout (KO) of PER3 in mice has a minimal effect on the central circadian clock (11–14), but it alters sleep homeostasis (15). A primate-specific variable-number tandem-repeat (VNTR) polymorphism (54 bp, repeated 4 or 5 times) in human *PER3* associates with diurnal preference (16–19), DSPD (16, 17), sleep–wake timing (19), sleep homeostasis (20, 21), and cognitive vulnerability to sleep loss (20, 22–24). The *PER3* VNTR is not associated with major changes in either circadian phase (20, 25, 26) or circadian period, assessed *in vivo* or *in vitro* (27). We therefore hypothesized that the *PER3* VNTR affects sleep homeostasis, rather than circadian rhythmicity (28).

In this study, we sought to investigate whether the above-mentioned associations between the *PER3* VNTR polymorphism and human sleep phenotypes reflect a direct causative effect of the polymorphism on homeostatic, but not on circadian, sleep regulation. We created 2 separate transgenic mouse lines expressing the human 4- and 5-repeat of the *PER3* VNTR and assessed behavioral circadian rhythmicity and EEG-assessed aspects of sleep homeostasis. Sleep deprivation (SD) is known to affect cortical clock gene expression in rodents (29), and the hypothalamus contains both the circadian clock in the suprachiasmatic nuclei (SCNs) and the ventrolateral preoptic (VLPO) nucleus, which regulate sleep–wakefulness (30). We therefore assessed the effects of the VNTR on sleep-associated gene expression in the cortex and hypothalamus in these humanized mice.

## MATERIALS AND METHODS

### Generation of C57BL/6 transgenic mice

Targeting vectors were created by PCR from C57BL/6 genomic DNA using the plasmid FLSniper as the vector backbone (Ozgene Pty. Ltd., Bentley, WA, Australia). Targeting vectors were designed to conditionally replace mouse exon 18 with human exon 18, coding for either the 4- or 5-repeat VNTR (**Fig. 1*A***). The targeting construct contained a cDNA sequence of wild-type (WT) mouse exons 18–21, with a downstream phosphoglycerine kinase (PGK) promoter driving a neomycin (Neo) selection marker. The sequence was flanked by locus of X over P1 (LoxP) excision sites and followed by the human *PER3* exon 18, containing either the 4- or 5-repeat allele of the VNTR. For the known SNP T3110C within the VNTR (31), we chose to express the more common allele. Gene targeting was performed in the embryonic stem (ES) cell line Bruce4, which was derived from a C57BL/6-Thy1.1 congenic strain (32). Chimeras were crossed to C57BL/6J. The genetic background of the resulting mice is C57BL/6, with minor polymorphic contributions from the ES cells (33). The vector was introduced into the ES cells by electroporation, and successful homologous recombination was confirmed by screening for the antibiotic-resistant ES cells. After confirmation of integration of the targeting vector by Southern blot, positive ES cells were expanded and injected into blastocysts, which were then implanted in pseudopregnant females (C57BL/6), and chimeras were bred to obtain germline transmission.

**Figure 1.**
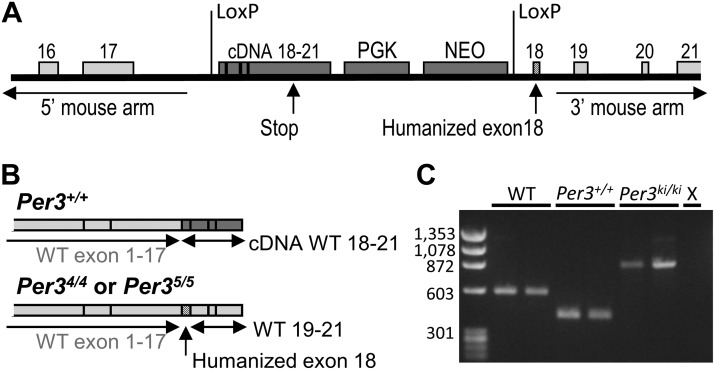
*A*) Schematic representation of the humanized *Per3* targeted alleles. A cDNA insert containing mouse exons 18–21 was inserted between 2 LoxP excision sites in mouse intron 17, replacing exon 18. After the second LoxP excision site, the human exon 18 (coding for either the 4- or 5-repeat VNTR allele) replaced mouse exon 18, followed by mouse intron 18 and the subsequent WT mouse homology arm sequence. *B*) Top: transgenic individuals express mRNA containing WT mouse exons 1–17, followed by the cDNA-coded WT exons 18–21. Bottom: after Cre-Lox recombination, humanized mice also express WT mouse exons 1–17, now followed by human exon 18 and WT mouse exons 19–21. *C*) Representative PCR products for genotyping of WT, *Per3*^+/+^, and humanized mice. *Per3*^*KI/KI*^, humanized KI; X, negative control.

ES-derived coat-color offspring were genotyped with Southern blot analysis and used as founders for the breeding colony. These conditional (*Per3*^+/+^) mice expressed a WT protein coded by the WT gene (exons 1–17) and transgenic cDNA WT sequence (exons 18–21; see **Fig. 1*B***). Design and construction of the targeting vectors and creation of transgenic offspring were performed by Ozgene.

By applying tyrosine recombinase/locus of X (Cre-Lox) recombination, humanized knock-in (KI) and WT mice were created by crossing homozygous C57BL/6 transgenic mice with mice on the same background that expressed *Cre* ubiquitously under the control of the PGK promotor at the ROSA26 locus (Ozgene). The F1 offspring of this cross were heterozygous for both *Cre* and the humanized *Per3* construct. These offspring were used in selective breeding to create mice homozygous for the KI construct and not expressing *Cre* [*Per3* homozygous for the 4-repeat or 5-repeat allele (*Per3*^4/4^ and *Per3*^5/5^, respectively) mice] and mice homozygous for the WT mouse *Per3* gene and not expressing *Cre*. These mice were used to establish the lines used in the experiments. Note that the KI and WT mice were derived from the same conditional transgenic mice after selective crossing with the *Cre* mice and were genetically identical, except for the presence or absence of the VNTR.

Two PCR primer sets were used for genotyping. Set 1 was directed at the homology arms (forward: 5′-AGCCGGGGTCAGAGCACAGTAGTT-3′; reverse: 5′-ATCCATGAGCCCAAGCAAATCCT-3′), and set 2 was directed at PGK-NEO inserts (forward: 5′-GTCTGCCGCGCTGTTCTCCTCTTC-3′; reverse: 5′-CTTCGCCCAATAGCAGCCAGTCC-3′). The combination of these primers resulted in PCR products of 583 bp (set 1) in WT mice, 418 bp (set 2) in conditional *Per3*^+/+^ mice, and 886 bp (set 1) in *Per3*^4/4^ and *Per3*^5/5^ mice (Fig. 1*C*). Primer set 2 was also used to identify *Cre*-expressing mice, with a PCR product of 354 bp. Direct sequencing of *Per3* transcript copy DNA showed that these mice expressed the expected KI constructs.

### Housing conditions

Humanized *Per3*^4/4^ and *Per3*^5/5^ mice and their WT controls were bred in-house from homozygous breeding pairs. During experimentation, the mice were individually housed in light-tight, sound-attenuated cabinets, with food and water provided *ad libitum*. The mice were maintained on a 12-h light-dark (LD) cycle, with a light intensity of 800 ± 13.4 mW/m^2^ at the level of the cage bottom during the light period, and were kept at a controlled ambient temperature (20–22°C) and relative humidity (55±10%). Nesting material (bedding) was provided to aid thermoregulation. All experimental procedures received a favorable opinion by the University of Surrey Animal Ethics Committee and were carried out under a U.K. Home Office License and in accordance with the Declaration of Helsinki.

### Circadian period protocol

WT and transgenic C57BL/6 mice (*n*=16/genotype, 7 females and 9 males; age 64 ± 2 d; mean±sem) were individually housed with a 12-h LD cycle. After 14 d, the mice were exposed to four 14-d episodes of constant light of increasing intensity (0, 33, 171, and 865 mW/m^2^) and a final 14-d episode of constant darkness. The blue-enriched LED light spectrum did not vary between intensities. Running-wheel activity (1 min resolution) was recorded throughout the experiment (ClockLab; Actimetrics, Wilmette, IL, USA). During the last 10 d for each light condition, the length of the free-running circadian behavioral period was calculated by periodogram analysis (34). Free-running periods were compared by using PROC MIXED in SAS 9.2 (SAS Institute, Cary, NC, USA) with the factors genotype, sex, and light intensity. Representative activity profiles were double plotted for each genotype as qualitative actograms, and free-running periods are indicated as group means ± sem.

### Duration and temporal pattern of EEG-assessed vigilance states (VSs)

A telemetric transmitter (volume, 1.9 cm^3^; total weight, 3.4 g; TL11M2-F20-EET; DSI, St. Paul, MN, USA) connected to electrodes for continuous EEG and electromyography (EMG) recordings was implanted in 8 adult male C57BL/6 mice per genotype (*Per3*^4/4^, *Per3*^5/5^, and WT; *N*=24, 78.7±0.7 d old; mean±sem). Body weights were not similar between the genotypes [WT, 29.0±1.3 g; *Per3*^4/4^, 26.5±1.8 g; *Per3*^5/5^, 29.5±2.0 g (avg.±sd); *P*<0.005; PROC MIXED]. The *Per3*^4/4^ mice weighed less than the WT (*P*<0.05) and *Per3*^5/5^ mice (*P*<0.01; LSMEANS after Tukey adjustment). In mice under anesthesia (isoflurane induction 3.6%, maintenance 1–2%), 2 stainless-steel EEG electrodes (length of screw shaft, 2.4 mm; outer diameter of screw thread, 1.19 mm) were implanted epidurally over the right frontal and parietal cortices (35) and connected to the telemetry transmitter *via* medical-grade stainless-steel wires (surrounded by silicone tubing). The EEG electrodes and connections to the subcutaneous wiring were covered with dental cement (GC Fuji Plus; GC United Kingdom Ltd., Newport Pagnell, UK). Two EMG stainless-steel leads were inserted into the neck muscle ∼5 mm apart and sutured in place. The telemetry transmitter was placed in a subcutaneous pocket and positioned along the left dorsal flank of the mouse. Analgesia was administered by subcutaneous injection at the onset of surgery (Vetergesic, 30 μg/kg). After surgery, the animals were allowed to recover for 11 ± 1 d (mean±sd), and baseline (BSL) data collection was begun when the mice were 89.6 ± 0.8 wk of age (mean±sem).

The telemetric transmitters were activated 2 d before the BSL day, and EEG/EMG signals were then recorded continuously for 72 h (Dataquest ART; DSI). The EEG and EMG signals were modulated with a high-pass (3 dB, 1.0 Hz) and a low-pass antialiasing (48 Hz) analog filter. The data analyzed consisted of continuous 72-h recordings, including a 24-h BSL period starting at light onset [zeitgeber time (ZT) 0], followed by a 12-h period of SD in light (SD-L) and a subsequent 36-h period of sleep recovery (Rec).

SD was carried out starting at light onset (ZT 0) for 12 consecutive hours, by the simultaneous presence of at least 2 (ZT 0–9) or 3 researchers (ZT 9–12) for each group of 8 mice (of mixed genotypes). SD was performed by sequential introduction of different novel objects into the cage when the animal appeared to become drowsy (up to 14 in total, consisting of nesting material, blue tissue, open or closed cardboard rolls of different sizes, pieces of wood, chemiwood prisms, plastic tubes of different sizes, tube lids, and Petri dishes). If necessary, additional arousal was achieved by disturbing the bedding and/or the nest. The cages were exchanged twice (at ZT 6 and 9) for fresh ones, to provide additional stimulation. Researchers were blinded to genotype during SD, and the objects were introduced into the cages in the same order.

The telemetric EEG and EMG data were transmitted at 455 kHz to an RPC-1 receiver (DSI) and sampled at 250 Hz. VSs for consecutive 4 s epochs were classified by visual inspection of the EEG and EMG signals, according to standard criteria (35), as follows: wakefulness (high and variable EMG activity and a low-amplitude EEG signal); NREMS (high EEG amplitude, dominated by slow waves and low EMG); and rapid eye movement sleep (REMS; low EEG amplitude, θ oscillations of 5–9 Hz, and loss of EMG muscle tone).

The time spent in each VS was expressed as a percentage of total recording time over 2 time intervals (*i.e*., 2 or 12 h). REMS was also expressed as a percentage of total sleep time (TST). The effects of SD on Rec NREMS and REMS were assessed as accumulated differences from the BSL condition for consecutive 1-h intervals starting at light onset (ZT 0).

### EEG power density

EEG power spectra were computed for consecutive 4-s epochs by a fast Fourier transform (FFT; frequency range, 0.98–47.85 Hz; resolution, 0.244 Hz; Hanning window function). Only artifact-free epochs (97%) were included in the EEG spectral analyses. EEG power spectra were determined for NREMS, REMS, and wakefulness during the 12-h BSL light (BSL-L) period. EEG power spectra are expressed as a percentage of total EEG power (frequency range: 0.98–47.85 Hz; resolution: 0.24 Hz; graphed frequency range: 0.98–31.98 Hz).

The changes in the waking EEG spectra during 12 h SD were determined by expressing EEG spectra individually as a percentage of the wakefulness spectra in the 12-h BSL-L period (range: 0.98–47.85 Hz; resolution: 0.24 Hz). The time course of EEG spectra changes during forced wakefulness in SD was assessed by dividing this period into 36 time intervals, in each of which an equal number of 4-s awakening epochs were contributed by the individual mice. The θ peak frequency (TPF) in REMS was determined by recording the frequency at which EEG power density was at its maximum.

To further quantify the changes in the awake EEG spectra, the following frequency ranges were defined: upper θ, 8.5–11 Hz; β-2, 20–35 Hz; and γ-1, 35–48 Hz. Mean EEG power in these frequency bands was expressed as a percentage of the mean EEG power reached in that specific band during wakefulness in the BSL-L period.

EEG δ power during NREMS was computed by averaging the EEG power in the frequencies ranging from 0.98 to 3.91 Hz. Mean values were calculated by dividing the 12-h periods into 12 (BSL-L); 5 [BSL-dark (BSL-D)]; 9 [12-h period following SD: first Rec dark (Rec-D1)]; 11 [Rec light (Rec-L)]; or 6 [second Rec dark (Rec-D2)] intervals to which an equal number of NREMS epochs contributed within each mouse. Mean values were also individually normalized to the mean δ power in NREMS in the last 4 h of the BSL-L period (*i.e*., the lowest mean level reached during BSL). The δ power rebound during the first interval after SD was calculated as a percentage of δ power within the interval immediately preceding SD. Accumulated differences (from the BSL condition) of δ power during NREMS are represented as hourly values of δ energy (*i.e*., summed δ power over all epochs) and expressed as a percentage of the total δ energy during the 24 h of the BSL day.

### Statistics for sleep analyses

Data were analyzed with SAS v9.2 (SAS Institute). For the EEG power spectra (per VS during BSL-L), the spectral changes in the awake EEG (during SD-L), and the time courses of accumulated differences in NREMS, REMS, and slow-wave energy (SWE) during SD and the 36-h Rec period after SD, nonparametric analyses were used with PROC NPAR1WAY (Kruskal-Wallis test), followed by the Student-Newman-Keuls (SNK) *post hoc* analysis. The TPF data between the genotypes were compared by using PROC TTEST. PROC MIXED was also used to compute intraclass correlation coefficients (ICCs). ICCs were computed with their 95% confidence intervals (CIs). In our study, the ICC indicates the ratio of the between-genotypes (*Per3*^4/4^ and *Per3*^5/5^ only) variance to the total variance (within-genotype variance + between-genotypes variance). ICCs can have any value between 0 and 1; higher values are indicative of stability of observations within a genotype (or genotype effect). At BSL, VS data (per 2 and 12 h), and time courses of δ, upper-θ, β-1, and γ-1 power were analyzed by using PROC MIXED for analysis of variance (ANOVA; factor genotype and interaction genotype × time; additionally, factor SD and interaction SD × time for VS per 12 h only), followed by LSMEANS *post hoc* multiple pair-wise comparisons. PROC MIXED was also used to assess genotype effects on the immediate δ power rebound (using the log_10_ values).

### Microarray gene expression analysis

To investigate the effects of the insertion of the VNTR transgene on gene expression in the hypothalamus and cortex of the *Per3* KI mice, we used the same 12-h SD protocol. After 14 d of entrainment to a 12-h LD cycle, SD was carried out as described for the sleep EEG experiment for each group of 8 mice [of mixed genotypes; *n*=8/genotype (*Per3*^4/4^, *Per3*^5/5^ and WT); age 102 ± 2.4 d; mean±sem]. At the end of the SD period, whole brains were collected under red light and stored immediately at −80°C in RNAlater (Qiagen, Hilden, Germany) until RNA extraction from the hypothalamus and cortex tissue with the RNeasy kit (Qiagen). Total RNA (200 ng) was used to synthesize the labeled cRNA (Quick Amp; Qiagen), which was hybridized to Whole-Mouse Genome 4×44K slides (design ID 014868; Agilent Technologies, Santa Clara, CA, USA). Array features were extracted with Agilent Feature Extraction software.

We also measured hypothalamic gene expression in a protocol where behavioral activity is suppressed by light (13). After 10 d in the 12-h LD cycle, mice (male C57BL/6 mice: *n* = 8/genotype; age 75 ± 3 d, mean±sem) received 17 cycles of 3.5 h light (170±2.3 mW/m^2^):3.5 h dark, starting at original light onset. Brains were collected in the 17th light cycle (where the largest behavioral difference between WT and *Per3* KO mice had been observed; ref. 13) and stored at −80°C in RNAlater (Qiagen). RNA extracted from the hypothalamus microarrays was hybridized with labeled cRNA as described above. Samples of 1 *Per3*^5/5^ and 1 WT mouse were excluded from further analyses because of the poor quality of the arrays, based on the output of the Agilent feature extraction.

Expression levels were analyzed with GeneSpring 12 (Agilent). The samples were normalized by percentile shift to the 75th percentile. The probes were classified as differentially expressed with avalue of α = 0.05 in a 1-way ANOVA and unpaired *t* test (asymptotic *P* value computation with Benjamini-Hochberg correction for multiple testing) and/or a probability of false prediction (PFP) < 0.015 in a rank product analysis (36).

Gene Ontology (GO) analysis of the differentially expressed probes was conducted in WebGestalt (37) using the mouse 4×44K (ver. 1; Agilent) as the background distribution. All microarray data have been deposited in the U.S. National Center for Biotechnology Information (Bethesda, MD, USA) Gene Expression Omnibus (GEO) database (GEO accession number GSE55255; http://www.ncbi.nlm.nih.gov/geo/).

## RESULTS

### Circadian period in constant dark and constant light

Representative examples of individual records of behavioral activity for each genotype are shown in **Fig. 2*A***. During the 12-h LD cycle, behavioral rest-activity cycles were entrained to the 24-h period in all genotypes. Free-running behavioral activity rhythms were observed in all constant-light and constant-dark conditions. As expected (38), the free-running circadian period lengthened with increasing light intensities (main effect of light, *P*<0.0001), and no significant main effect of genotype or interaction between genotype and light was observed (all genotype and light∗genotype, *P*>0.05; Fig. 2*B*). The females exhibited a larger increase in period length than did the males in response to the dimmest and brightest light conditions (light∗sex, *P*<0.005, LSMEANS contrast *P*<0.0005 and 0.0001 for 33 and 865 mW/m^2^, respectively). This sex difference was observed in all mice and was not affected by genotype (light∗sex∗genotype, *P* > 0.05).

**Figure 2.**
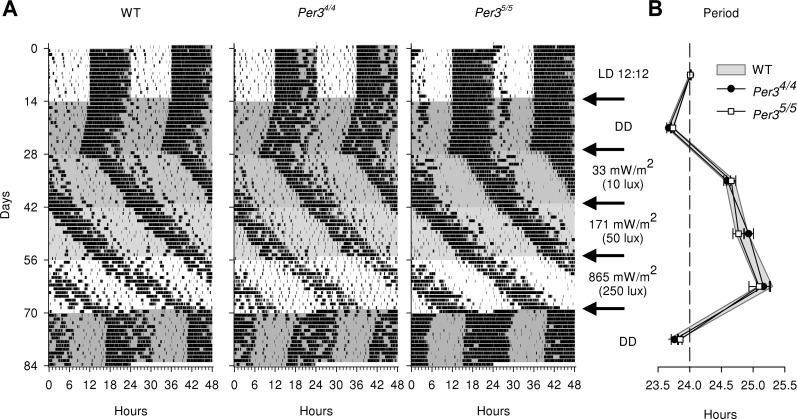
Circadian period in constant dark and constant light. *A*) Examples of individual activity records (per 24 h, double plotted) for WT, *Per3*^4/4^, and *Per3*^5/5^ mice. Activity is represented by black bars. Successive light conditions (white, light; gray, continuous light or dark) over the 84-d period are indicated at right. Mice were first entrained to a 12-h LD cycle and then were exposed to a period of constant darkness (DD), followed by 3 successive conditions of increasing levels of constant light, before returning again to DD (arrows). *B*) For each light condition, the circadian free-running period was calculated from periodogram analysis over the last 10 d of that condition and is shown as average ± sem per genotype per light condition.

### VSs and EEG power spectra at BSL

During the BSL day, the 12-h averages of time spent in wakefulness or in NREMS or REMS were similar in the *Per3*^4/4^, *Per3*^5/5^, and WT mice (**Table 1**).

**Table 1.** VSs and δ power during 12 h NREMS

Parameter	BSL-L	BSL-D	sd-L	Rec-D1	*P vs.* BSL-D	Rec-L	*P vs.* BSL-L	Rec-D2	*P vs.* BSL-D
Awake (%)									
WT	38.2 ± 1.2	77.9 ± 2.4	98.88 ± 0.09	58.0 ± 4.2	<0.0001	40.7 ± 1.3	<0.05	73.3 ± 3.0	<0.01
*Per3*^5/5^	38.7 ± 1.1	77.0 ± 1.6	99.20 ± 0.09	57.6 ± 1.5	<0.0001	41.2 ± 1.4	<0.05	71.6 ± 1.2	<0.001
*Per3*^5/5^	40.9 ± 1.6	76.3 ± 1.8	99.16 ± 0.09	53.4 ± 1.8	<0.0001	42.3 ± 1.8		68.5 ± 1.8	<0.0001
NREMS (%)									
WT	46.8 ± 1.6	19.3 ± 2.1	1.13 ± 0.26	32.7 ± 3.3	<0.0001	44.5 ± 1.7		22.9 ± 2.6	<0.05
*Per3*^5/5^	46.1 ± 1.4	20.1 ± 1.5	0.80 ± 0.09	32.3 ± 1.7	<0.0001	42.1 ± 1.9	<0.05	23.9 ± 1.3	<0.01
*Per3*^5/5^	44.6 ± 1.2	20.6 ± 1.6	0.84 ± 0.09	36.4 ± 1.8	<0.0001	41.9 ± 1.5		26.4 ± 1.6	<0.001
REMS (%)									
WT	15.0 ± 1.1	2.8 ± 0.4	0.00 ± 0.00	9.4 ± 1.2	<0.0001	14.8 ± 1.2		3.9 ± 0.5	
*Per3*^5/5^	15.2 ± 0.9	2.8 ± 0.2	0.00 ± 0.00	10.1 ± 0.8	<0.0001	16.8 ± 1.4		4.6 ± 0.3	<0.001
*Per3*^5/5^	14.4 ± 1.2	3.1 ± 0.3	0.00 ± 0.00	10.2 ± 0.8	<0.0001	15.8 ± 1.6		5.1 ± 0.4	<0.0001
REMS/TST (%)									
WT	24.3 ± 1.8	12.3 ± 1.1	NA	21.9 ± 1.3	<0.0001	25.0 ± 2.1		14.4 ± 1.2	
*Per3*^5/5^	24.9 ± 1.5	12.4 ± 0.6	NA	24.0 ± 2.3	<0.0001	28.6 ± 2.3	<0.05	16.3 ± 1.3	<0.05
*Per3*^5/5^	24.3 ± 1.6	12.8 ± 0.8	NA	22.0 ± 1.7	<0.0001	27.2 ± 2.4		16.2 ± 0.9	<0.05
δ power (%)									
WT	100 (ref.)	142.6 ± 5.8	[304.7 ± 15.0]	136.8 ± 8.0		97.3 ± 4.0		152.1 ± 9.3	
*Per3*^5/5^	100 (ref.)	148.8 ± 5.0	[328.1 ± 10.2]	136.4 ± 5.8		95.4 ± 4.5		145.4 ± 8.7	
*Per3*^5/5^	100 (ref.)	146.1 ± 7.6	[364.0 ± 20.9]	155.6 ± 9.6		110.6 ± 7.2		165.1 ± 10.9	

Values represent mean ± sem percentage of time awake, NREMS, and REMS (percentage of total recording time), REMS/TST (percentage TST) and δ power (percentage of BSL-L δ) calculated per 12-h period. *P* < 0.05, *P* < 0.01, *P* < 0.001, and *P* < 0.0001 represent increase or decrease compared to corresponding BSL (PROC MIXED followed by LSMEANS). NA, not applicable.

The EEG power spectra (in each VS) during the 12-h BSL-L period in the WT, *Per3*^4/4^, and *Per3*^5/5^ mice differed only in narrow frequency ranges (PROC NPAR1WAY, *P*<0.05; **Fig. 3**). During NREMS, the *Per3*^4/4^ mice had lower power in 21.97–22.22 Hz than the *Per3*^5/5^ and WT mice (SNK, *P*<0.05). During REMS, the *Per3*^5/5^ mice showed lower power at 6.59 Hz than the WT and *Per3*^4/4^ mice (SNK, *P*<0.05), as well as higher power at 21.73 Hz compared to the *Per3*^4/4^ mice (SNK, *P*<0.05). In addition, the *Per3*^4/4^ mice had decreased power at 7.81 and 8.30 Hz compared to the WT and *Per3*^5/5^ mice (SNK, *P*<0.05).

**Figure 3.**
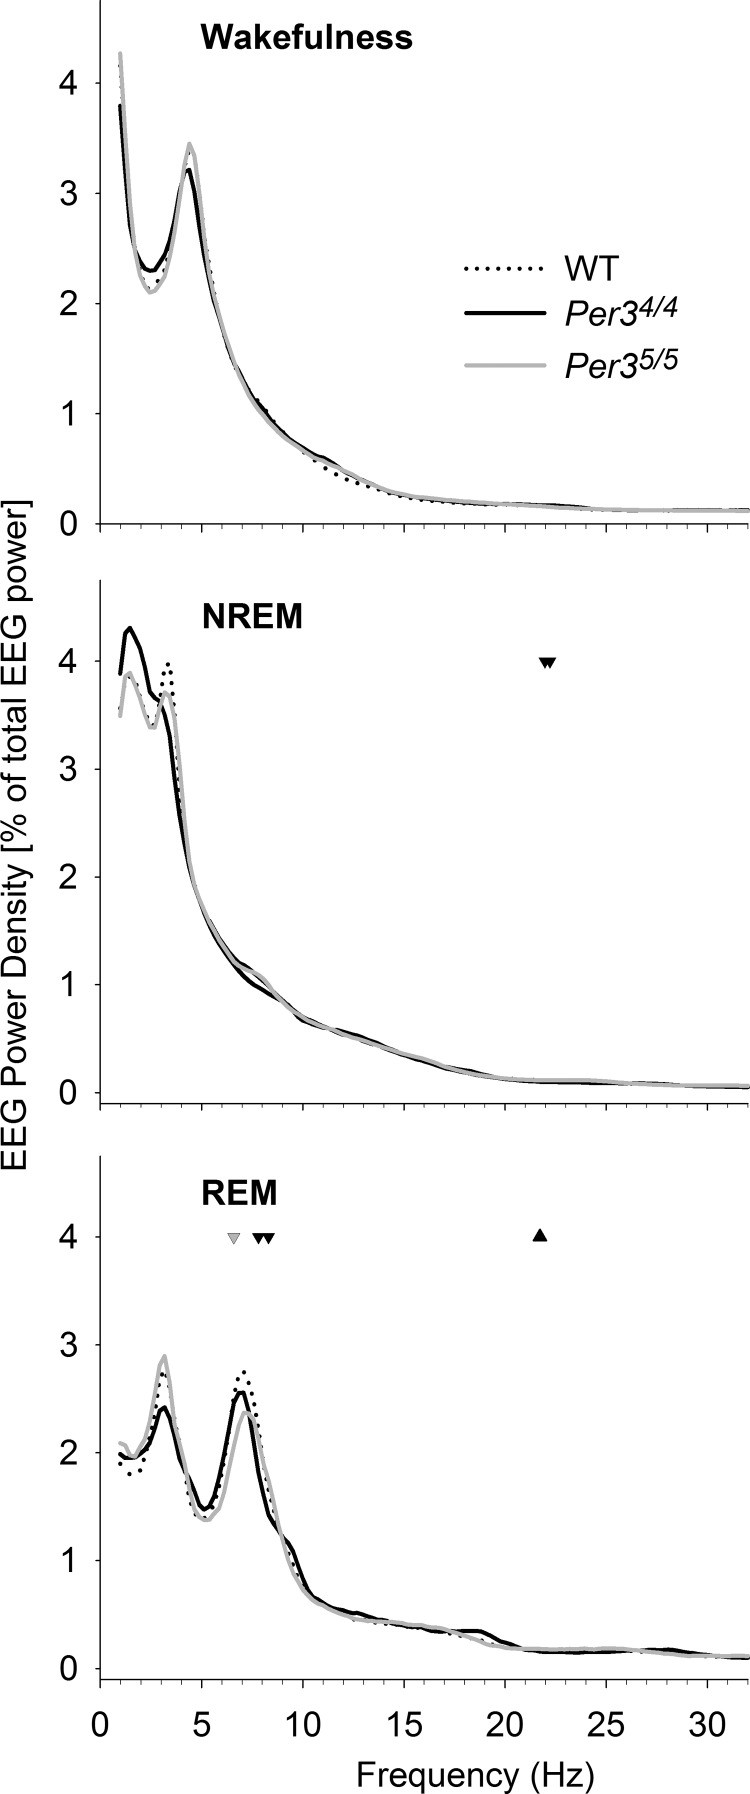
EEG spectral profiles of NREMS, REMS, and wakefulness during the BSL-L period in WT, *Per3*^4/4^, and *Per3*^5/5^ mice. Means (*n*=8/genotype) of the EEG spectra were normalized to total EEG power for all frequencies within corresponding sleep states. Genotype effects are indicated as follows: inverted black triangle, *Per3*^4/4^ lower than both WT and *Per3*^5/5^; gray triangle, *Per3*^5/5^ higher than *Per3*^4/4^; inverted gray triangle, *Per3*^5/5^ lower than both WT and *Per3*^4/4^. All *P* < 0.05 (PROC NPAR1WAY followed by SNK *post hoc*).

To confirm the genotype effect in the θ range of the REM spectrum, we computed the ICCs for each frequency bin by calculating the ratio of the between-genotype variance (*Per3*^4/4^ and *Per3*^5/5^ only) to the total variance (within-genotype variance + between-genotypes variance). In accordance with the observed genotype effect, the highest ICC (0.48) was obtained for the 8.30-Hz bin, indicating stability of power density in the upper-θ range within the genotypes.

### Behavior and EEG-assessed wakefulness during SD

To evaluate and compare the effects of SD on awake EEG in the WT, *Per3*^4/4^, and *Per3*^5/5^ genotypes, EEG spectra were computed over a frequency range of 1 to 48 Hz during the 12 h of SD. In all genotypes, the forced wakefulness during SD was characterized by an immediate and lasting increase (1.4- to 2.4-fold) in the upper-θ-range activity (8.5–11 Hz range), compared to BSL wakefulness during light (power heat map in **Fig. 4**). This θ-range increase was more pronounced in the *Per3*^5/5^ and WT (with an increase up to 2.4-fold) than in the *Per3*^4/4^ mice. Frequencies above θ (>11 Hz) also showed genotype effects (Fig. 4, statistics panel).

**Figure 4.**
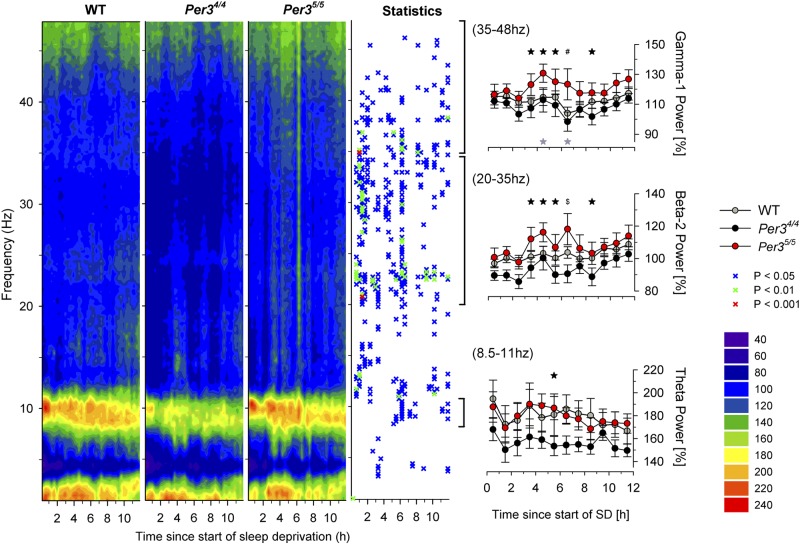
Time course of EEG spectral profiles during the 12-h SD period. Left panel: mean EEG spectra within 36 time intervals were expressed as a percentage of the mean spectral profile for awake EEG in the BSL-L period for each genotype separately. Changes from BSL are plotted as a heat map (key at right): dark blue values represent reduced EEG power compared to BSL; light blue values are similar to BSL (100%); warm colors (green to red) represent increased EEG power compared to BSL. Statistics panel indicates overall genotype effects (PROC NPAR1WAY, *P*<0.05) over time in the full frequency range; symbols (key at right) represent significant genotype effects. Right panels: means ± sem (*n*=8/genotype) of EEG power in the upper-θ (bottom panel), β-2 (middle panel), and γ-1 (top panel) ranges were calculated hourly and expressed as a percentage of the mean EEG power in that range during spontaneous wakefulness in the BSL-L period. Hourly intervals with significant genotype effect. Black symbols indicate significant differences between *Per3*^5/5^ and *Per3*^4/4^; gray symbols indicate significant differences in the β-1 range between *Per3*^5/5^ and WT (PROC MIXED followed by LSMEANS *post hoc*). *P < 0.05, ^#^*P* < 0.01, ^$^*P* < 0.001.

To further characterize the effects of SD on awake EEG, we calculated the EEG power per hour in the upper-θ (8.5–11 Hz), β-2 (20–35 Hz), and γ-1 (35–48 Hz) frequency bands. In the upper-θ range, the *Per3*^5/5^ mice showed a significantly higher power during 5–6 h after SD onset compared to *Per3*^4/4^ mice (PROC MIXED *P*<0.05, LSMEANS *P*<0.05). Similarly, in the β-2 and γ-1 range, *Per3*^5/5^ mice showed increased power (compared to *Per3*^4/4^ mice) during the middle of the SD period (PROC MIXED *P*<0.05; for *post hoc* details, see Fig. 4, right panels).

### Rec sleep after SD

During the Rec-D1 period after the 12 h SD, we observed a reduced time spent awake and an increased time spent in NREMS and REMS in all 3 genotypes, compared to that in the BSL-D period (Table 1). Compared to the BSL-L period, wakefulness increased in the WT and *Per3*^4/4^ mice during the 12 h Rec-L period. The *Per3*^4/4^ mice showed an increase in REMS and TST and a decrease in NREMS during the Rec period, compared to BSL (Table 1). During the 12 h Rec-D2 period, wakefulness remained significantly reduced in all 3 genotypes (compared to BSL-D). NREMS remained increased in all 3 genotypes, and NREMS remained increased in the 2 KI genotypes only, compared to the BSL-D period (Table 1).

To further characterize the effects of SD, we computed the accumulated hourly differences in REMS and NREMS and SWE (δ power in NREMS) between the mean BSL and SD values and the subsequent 36 h Rec period (**Fig. 5**). Negative slopes indicate a loss, null slopes indicate no loss or gain, and positive slopes indicate a gain in sleep time or sleep intensity, relative to BSL. Because each interval is an accumulation of all preceding intervals, statistical analyses were performed only on data from the last 1-h interval. No genotype differences were found in REMS and NREMS times. By contrast, a genotype effect was found for SWE (PROC NPAR1WAY, *P*<0.05), where the *Per3*^5/5^ mice showed a significantly higher SWE accumulation than the *Per3*^4/4^ and WT mice from h 3 of sleep Rec (SNK, *P*<0.05 and *P*<0.01; Fig. 5). In addition, only the *Per3*^5/5^ mice fully compensated for the level of sleep deficit by returning to BSL, whereas, in the *Per3*^4/4^ and WT mice, accumulated levels remained significantly lower than BSL (paired *t* tests: *Per3*^4/4^, *P*<0.005; WT, *P*<0.05; Fig. 5).

**Figure 5.**
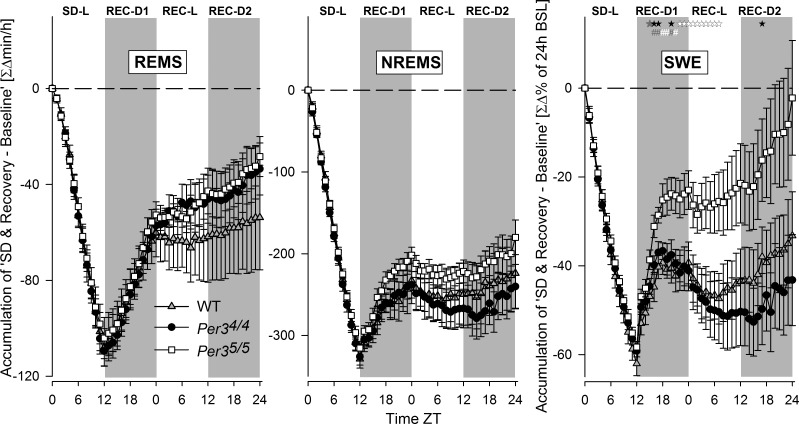
Hourly time course of accumulated differences in REMS time, NREMS time, and SWE between BSL conditions during SD and the 36 h Rec period after SD. Accumulated values (means± sem; *n*=8/genotype) are expressed relative to BSL conditions (black horizontal dashed line) for each genotype (gray triangle, WT; black circle, *Per3*^4/4^; white square, *Per3*^5/5^). Genotype effects are indicated for the hourly intervals for the comparison of SWE accumulation between the 3 genotypes: black symbols indicate significance for *Per3*^5/5^ higher than *Per3*^4/4^; gray symbols for *Per3*^5/5^ higher than WT; white symbols for *Per3*^5/5^ higher than both *Per3*^4/4^ and WT (PROC NPAR1WAY per interval followed by SNK *post hoc*). *P < 0.05, ^#^*P* < 0.01.

When the δ power in NREMS of the first time point of Rec sleep after SD was expressed as a percentage of the δ power during the time point preceding the SD, the *Per3*^5/5^ mice showed a trend for higher levels of δ power than the *Per3*^4/4^ mice (198.15±14.1 *vs.* 168.46±9.01%; PROC TTEST, *P*=0.095).

Because δ power during NREMS is an established marker for sleep homeostasis regulation, we further investigated the genotype effect on this parameter by computing the time course of EEG δ power during NREMS (**Fig. 6**). In accordance with the data presented in Fig. 6, δ power was significantly higher in *Per3*^5/5^ (compared to *Per3*^4/4^) after SD, but only at the beginning of the Rec-L period and during the Rec-D2 period (PROC MIXED *P*<0.05; for *post hoc* contrasts; see Fig. 6, top panel), suggesting a more delayed Rec period in the *Per3*^5/5^ mice. This increase in δ power was not accompanied by changes in the bihourly time course of VSs (Fig. 6, bottom panels). Fragmentation of the VSs was also analyzed, and no changes were found between the *Per3*^5/5^ and the *Per3*^4/4^ mice (data not shown). Thus, the *Per3*^5/5^ mice exhibited 1 of the 3 hallmarks of high NREMS drive: an increase in SWE/δ power, but no increase in NREMS time or consolidation.

**Figure 6.**
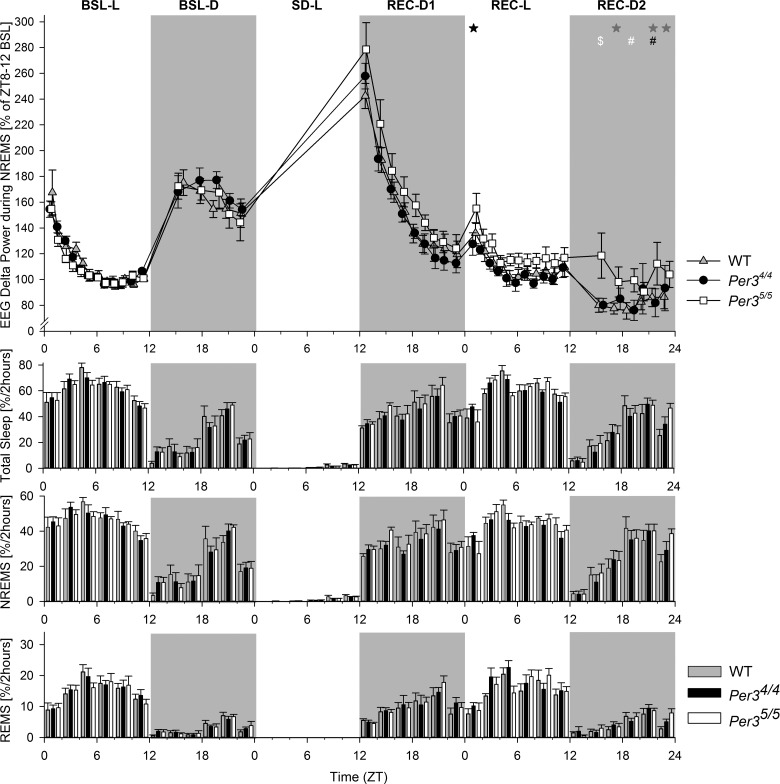
Time courses of EEG δ power, TST, NREMS, and REMS across the entire 72-h period. Top panels: time distribution of EEG δ power during NREMS. EEG δ power (means± sem; *n*=8/genotype) is expressed relative to the last 4 h of the BSL-L period. There was an overall effect of genotype (PROC MIXED LSMEANS, *P*<0.05), and specific contrasts were observed between the 3 genotypes. Black symbols indicate *Per3*^5/5^ higher than *Per3*^4/4^; gray symbols, *Per3*^5/5^ higher than WT; white symbols, *Per3*^5/5^ higher than both *Per3*^4/4^ and WT. *P < 0.05, ^#^*P* < 0.005, and ^$^*P* < 0.0005. Bottom panels: time course of 2-h binned values (means±sem) of total sleep, NREMS, and REMS for the BSL and Rec periods, expressed as percentage of recording time per 2 h. There were no significant genotype effects observed in these measures (PROC MIXED, *P*>0.05).

### Gene expression in the cortex and hypothalamus after SD

In the cortex, 816 transcripts showed significant differential expression between the *Per3*^5/5^ and *Per3*^4/4^ mice: 4268 between the *Per3*^5/5^ and WT and 5131 between the *Per3*^4/4^ and WT [**Table 2** and Ancillary Data (gene expression data at http://sleep-sysbio.fhms.surrey.ac.uk/Hasan_14/)]. A similar number of differentially expressed transcripts was observed in the hypothalamus (Table 2 and Ancillary Data). When gene expression between genotypes in both tissues was compared, there were consistently more up-regulated transcripts than down-regulated ones (Table 2 and **Fig. 7*A***).

**Table 2.** Differentially expressed transcripts between genotypes after 12 h SD

Genotypes	Cortex			Hypothalamus		
	DETs	UR	DR	DETs	UR	DR
*Per3*^5/5^ *vs. Per3*^5/5^	816	492	324	716	398	318
*Per3*^5/5^ *vs*. WT	4268	2806	1462	4823	2676	2147
*Per3*^5/5^ *vs*. WT	5131	3213	1918	4138	2286	1852
KI *vs*. WT	3560	2297	1263	3579	1970	1609

DET, differentially expressed transcript; UR, up-regulated; DR, down-regulated.

**Figure 7.**
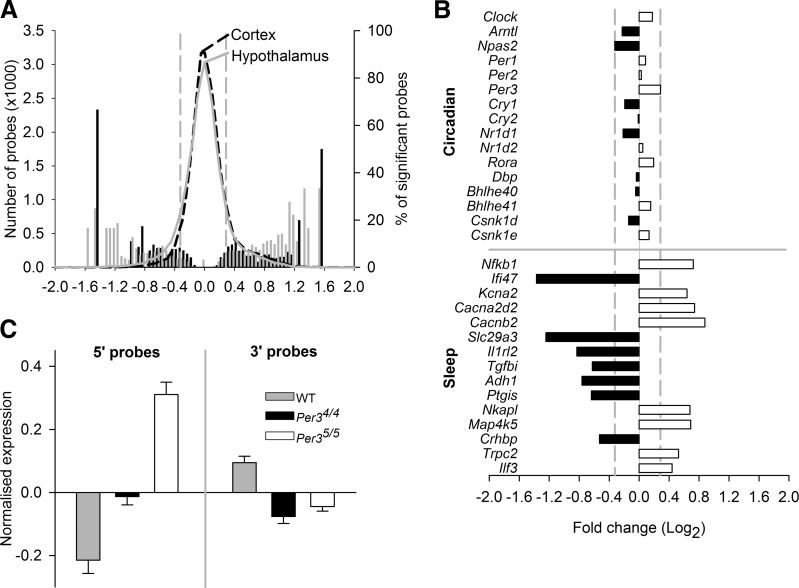
Hypothalamic and cortical gene expression after SD in *Per3*^4/4^ and *Per3*^5/5^ mice. *A*) Distributions (number of probes) of normalized fold change (log_2_) in expression of all detected hypothalamic (gray curve) and cortical (black dashed curve) probes between *Per3*^4/4^ and *Per3*^5/5^. Percentages of detected probes that showed significant differential expression are also indicated on the right *y* axis (gray bars, hypothalamus; black bars, cortex). *B*) Horizontal bars indicate up- and down-regulated fold changes (black, down-regulated in *Per3*^5/5^ *vs. Per3*^4/4^; white, up-regulated in *Per3*^5/5^ *vs. Per3*^4/4^) in the differential expression of a core set of circadian clock genes (top) and a selection of genes associated with sleep regulation (bottom) in both tissues. Vertical dashed gray lines indicate maximum fold change observed in the clock gene transcripts, all nonsignificant (*A*, *B*). *C*) Mean normalized expression in WT (gray), *Per3*^4/4^ (black), and *Per3*^5/5^ (white) of 2 *Homer1* probes that target the 5′ UTR (left) and 2 probes that target the 3′ UTR (right), averaged across both tissues. Error bars = sem.

There were no differences between the *Per3*^5/5^ and the *Per3*^4/4^ mice in the levels of expression in any of the circadian clock genes in either tissue. However, when KI and WT mice were compared, there were differences in the expression of clock genes (Supplemental Table S1). *Clock* was down-regulated in *Per3*^4/4^ compared to WT in both tissues. *Nr1d1* was up-regulated in both KI genotypes compared to WT in the hypothalamus. *Per1* and *Rora* were up-regulated in *Per3*^5/5^ compared with WT mice in the cortex. *Per3*, *Cry2*, *Csnk1d*, and *Bhlhe41* (*Dec2*) were all up-regulated, and *Nr1d2* and *Cry1* were both down-regulated in both KI genotypes compared with their WT expression in both tissues (Fig. 7*B*). Thus, whereas there were no differences in clock gene expression between the KI mice, the presence of the VNTR did affect the expression of some clock genes compared with that in the WT mice.

To investigate sets of significantly differentially expressed genes that could be related to sleep regulation, we ranked differentially expressed transcripts according to their absolute fold change difference between all 3 genotypes in the 2 tissues and analyzed the top 200 transcripts (Ancillary Data). Some sleep-related transcripts were differentially expressed in the *Per3*^5/5^ compared to *Per3*^4/4^ tissues. These included *Nfkb1* (up-regulated in both tissues); *Ifi47* (down-regulated in both tissues); *Kcna2*, *Cacna2d2*, and *Cacnb2* (up-regulated in the hypothalamus); *Slc29a3*, *Il1rl2*, *Tgfbi*, *Adh1*, and *Ptgis* (down-regulated in the hypothalamus); and *Nkapl*, *Map4k5*, *Crhbp*, *Trpc2*, and *Ilf3* (up-regulated in the cortex). Of interest, *Adora1* was up-regulated in the *Per3*^4/4^ mice compared to the WT in both tissues. In the *Per3*^5/5^ mice, *Adora1* did not appear in the top 200 fold-change lists, but it was also significantly up-regulated compared to WT in both tissues (Fig. 7*B*).

In addition to the sleep-related genes that appeared in the top-ranked fold-change lists, we also found significant differential expression for several transcripts of the brain-specific marker for sleep homeostasis *Homer1*. Two probes on the microarray targeted the 5 prime untranslated region (5′ UTR) of 8 mouse *Homer1* transcripts (4 full-length transcripts and 4 shorter transcripts), and they were up-regulated in the KI mice compared to the WT in both tissues and significantly more so in the *Per3*^5/5^ compared to the *Per3*^4/4^ hypothalamus. Two other probes targeted the 3′ UTR of *Homer1* (3 full-length transcripts and 1 short one), and they were down-regulated in both the KI groups, compared with the WT mice in both tissues (Fig. 7*C*).

GO analysis of the transcripts differentially expressed between the *Per3*^4/4^ and *Per3*^5/5^ mice produced almost identical results for both tissues (**Tables 3** and **4**). The top 10 biological processes and molecular functions associated with the differential transcripts included the metabolic process, the macromolecule metabolic process, nucleotide binding, and heterocyclic compound binding. GO analysis of the 1647 transcripts that were differentially regulated in both tissues in both the *Per3*^4/4^ and *Per3*^5/5^ compared to the WT mice in both tissues revealed similar differential expression associated with similar processes and functions (**Table 5**). However, the same analysis also revealed subtle differences between the tissues: the nitrogen compound metabolic process, the cellular nitrogen metabolic process, metal ion binding, and cation binding were enriched only in the hypothalamus, whereas cellular component organization or biogenesis, cellular protein metabolic process, nucleoside phosphate binding, and purine ribonucleoside triphosphate binding were enriched only in the cortex. When the gene expression lists for both tissues were combined, differentially expressed genes between the *Per3*^4/4^ and *Per3*^5/5^ mice were now associated with additional processes and functions that included metabolism and modification focused more on proteins (Table 5).

**Table 3.** GO terms associated with genes differentially regulated between *Per3*^4/4^ and *Per3*^5/5^ in the hypothalamus

GO term	Genes observed	Genes in category	Enrichment ratio	Adjusted *P*
Biological process				
Metabolic	278	9,069	1.42	1.20E-10
Primary metabolic	241	7,662	1.46	1.30E-09
Cellular metabolic	238	7,571	1.46	1.52E-09
Organic substance metabolic	249	8,093	1.43	2.39E-09
Single-organism metabolic	253	8,434	1.39	1.99E-08
Cellular	356	13,317	1.24	6.37E-08
Macromolecule metabolic	195	6,456	1.40	1.05E-05
Cellular biosynthetic	137	4,141	1.54	1.71E-05
Organic substance biosynthetic	139	4,245	1.52	2.19E-05
Cellular macromolecule metabolic	174	5,669	1.42	2.23E-05
Molecular function				
Binding	327	10,881	1.41	1.91E-15
Protein binding	194	6,206	1.46	1.65E-07
Catalytic activity	164	5,115	1.50	6.64E-07
Ion binding	167	5,230	1.50	6.64E-07
Organic cyclic compound binding	145	4,641	1.46	2.68E-05
Heterocyclic compound binding	144	4,592	1.47	2.68E-05
Nucleotide binding	82	2,268	1.69	6.74E-05
Nucleoside phosphate binding	82	2,268	1.69	6.74E-05
Metal ion binding	112	3,443	1.52	8.71E-05
Small-molecule binding	86	2,445	1.65	8.71E-05

**Table 4.** GO terms associated with genes differentially regulated between *Per3*^4/4^ and *Per3*^5/5^ in the cortex

GO term	Genes observed	Genes in category	Enrichment ratio	Adjusted *P*
Biological process				
Metabolic	333	9,069	1.53	9.72E-20
Cellular metabolic	291	7,571	1.60	7.60E-19
Organic substance metabolic	304	8,093	1.56	9.12E-19
Single-organism metabolic	310	8,434	1.53	6.60E-18
Primary metabolic	289	7,662	1.57	1.08E-17
Cellular macromolecule metabolic	231	5,669	1.70	1.40E-16
Macromolecule metabolic	248	6,456	1.60	5.54E-15
Organic cyclic compound metabolic	194	4,672	1.73	6.72E-14
Heterocycle metabolic	186	4,500	1.72	5.68E-13
Cellular aromatic compound metabolism	186	4,521	1.71	8.15E-13
Molecular function				
Binding	379	10,881	1.44	8.20E-21
Organic cyclic compound binding	200	4,641	1.78	2.71E-16
Heterocyclic compound binding	199	4,592	1.79	2.71E-16
Small-molecule binding	122	2,445	2.06	3.95E-13
Nucleotide binding	114	2,268	2.08	1.64E-12
Nucleoside phosphate binding	114	2,268	2.08	1.64E-12
Ion binding	201	5,230	1.59	2.04E-11
Anion binding	105	2,264	1.92	2.21E-09
RNA binding	50	781	2.65	2.01E-08
Purine nucleoside binding	84	1,740	2.00	3.41E-08

**Table 5.** GO terms associated with genes differentially regulated between *Per3*^4/4^ and *Per3*^5/5^ in both the hypothalamus and cortex

GO term	Probes observed	Enrichment score	Percentage of category	Adjusted *P*
Biological process				
Cellular protein modification process	21	2.89	25.93	1.10E-03
Protein modification process	21	2.89	25.93	1.10E-03
Macromolecule modification	22	2.92	27.16	1.10E-03
Cellular protein metabolic process	23	2.4	28.40	4.20E-03
Protein metabolic process	26	2.24	32.10	4.20E-03
Phosphatidylinositol phosphorylation	3	29.6	3.70	7.40E-03
Metabolic process	46	1.55	56.79	7.40E-03
Phosphorylation	14	2.95	17.28	1.16E-02
Lipid phosphorylation	3	25.49	3.70	1.16E-02
Primary metabolic process	40	1.6	49.38	1.56E-02
Molecular function				
Small molecule binding	18	2.26	22.22	1.79E-02
Nucleotide binding	17	2.31	20.99	1.79E-02
Anion binding	17	2.31	20.99	1.79E-02
Nucleoside phosphate binding	17	2.31	20.99	1.79E-02
Binding	50	1.41	61.73	1.79E-02
Glycoprotein binding	3	13.18	3.70	1.99E-02
Purine nucleotide binding	14	2.43	17.28	1.99E-02
Ribonucleotide binding	14	2.42	17.28	1.99E-02
Purine nucleotide binding	14	2.44	17.28	1.99E-02
Purine nucleoside binding	13	2.3	16.05	2.44E-02

### Gene expression in the hypothalamus during behavioral suppression by light

Behavioral suppression by light in the ultradian protocol was not significantly different between any of the genotypes (data not shown). 

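Hypothalamic RNA from the ultradian protocol, collected in the light phase of cycle 17 of 3.5 h light and 3.5 h dark, was hybridized to 1-colour Agilent mouse whole-genome arrays, and 30 arrays were analysed here: 7 from *Per3*5/5, 8 from *Per3*4/4 and 15 from WT mice. The paper's methods give 8 mice per genotype, less 1 *Per3*5/5 and 1 WT sample, and so do not describe 15 WT arrays. The authors deposited the scanner output of each array, background-subtracted spot intensities that were not normalized between arrays, and a table of their own log2 values. The scanner files were of 2 kinds. Run 1 held the 7 *Per3*5/5 arrays and 7 WT arrays, written with 63 columns per spot. Run 2 held the 8 *Per3*4/4 arrays and the other 8 WT arrays, written with 27 columns and rounded values, and was scanned on another scanner. Each knock-in genotype therefore had WT arrays of its own run, and no run held both knock-in genotypes. The share of spots well above background ranged from 67.0% to 73.1% (median 71.2%) in *Per3*5/5, from 67.4% to 73.9% (median 71.4%) in the WT arrays of run 1, from 58.6% to 74.6% (median 69.9%) in *Per3*4/4 and from 60.9% to 73.7% (median 67.3%) in the WT arrays of run 2. The number of arrays limits the precision of every value. Following the percentile shift named in the methods, each array's 75th percentile was subtracted from its log2 intensities, control spots and spots marked as outliers were left out, and spots of the same probe were averaged. Of 41174 probes, 29953 were well above background on at least as many arrays as not in at least 1 genotype and were tested. Genotype effects were fitted with limma over all 30 arrays, with the run as a term and Benjamini-Hochberg adjustment. With the genotype held constant, 18534 of these probes differed between the WT arrays of the 2 runs at an adjusted p of 0.05, 7503 of them higher in run 2, so levels were compared within a run only. The difference between *Per3*5/5 and *Per3*4/4 mice is the difference between their effects relative to the WT arrays of each run.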

Fold changes in hypothalamic gene expression between the KI and WT mice exhibited normal distributions (Supplemental Fig. S1*A*). 

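Across the 29953 probes tested, the log2 fold change between the *Per3*5/5 and WT mice had a median of -0.02 and an SD of 0.24 (jackknife standard error 0.067), and that between the *Per3*4/4 and WT mice a median of 0.01 and an SD of 0.19 (jackknife standard error 0.051). In the *Per3*5/5 mice, 77.5% of the probes lay within 1 SD of the mean and 1.48% beyond 3 SD. The shares in the *Per3*4/4 mice were 78.0% and 1.44%. A normal distribution holds 68.3% and 0.270%. Excess kurtosis, which is 0 in a normal distribution, was 8.03 in *Per3*5/5 (7 arrays) and 14.3 in *Per3*4/4 (8 arrays), with jackknife standard errors of 12.3 and 11.6, and skewness was -0.68 and 0.10. With single arrays left out, excess kurtosis stayed between 5.47 and 16.9 in *Per3*5/5 and between 6.84 and 19.6 in *Per3*4/4. Leaving the run out of the fit moved the SDs most, to 0.45 and 0.47.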

From these distributions, 282 probes were differentially expressed between the *Per3*^5/5^ and WT mice, and 96 probes were differentially expressed between the *Per3*^4/4^ and WT mice (Supplemental Fig. S1*A*, see Supplemental Table S2 for top 30-fold change probes for each genotype). This analysis showed that none of the core set of circadian clock gene transcripts was differentially expressed between the WT and KI tissues (Supplemental Fig. S1*B*). By contrast, among the probes that were differentially expressed were genes of interest for sleep homeostasis, including *Homer1*, *Ptgs2*, and *Tnfrsf25* (all down-regulated in the *Per3*^5/5^ compared to the WT tissues); *Kcne2* (down-regulated in *Per3*^5/5^ and up-regulated in *Per3*^4/4^); and *Prl* (down-regulated in *Per3*^4/4^ and up-regulated in *Per3*^5/5^). 

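No probe passed an adjusted p of 0.05 between the *Per3*5/5 and WT mice in the limma fit, and 1849 had an unadjusted p under 0.05. Between the *Per3*4/4 and WT mice 4 probes passed, 3 of them higher in *Per3*4/4, and 519 had an unadjusted p under 0.05. With single arrays left out, the count ranged from 0 to 3 in *Per3*5/5 (3 without WT array 7) and from 2 to 8 in *Per3*4/4 (2 without array 4 and 8 without array 7 of *Per3*4/4). An F test over both genotype terms passed 1 probe, with 909 at an unadjusted p under 0.05. The methods' t-test, against the WT arrays of the run, passed 0 probes in each comparison, with 3120 and 295 at an unadjusted p under 0.05. Among the alternatives that compared arrays within a run, the rank product, which the methods name with a false prediction limit of 0.015, moved the counts most. It called 334 probes in *Per3*5/5, 49 of them higher, and 45 probes in *Per3*4/4, 33 of them higher, in each case against the WT arrays of the same run. When the same arrays were split at random within a run, 11 of 100 splits gave as many rank product calls as the real split in *Per3*5/5, and 87 of 100 did in *Per3*4/4. The 4 probes that passed in *Per3*4/4 by limma were those of *Mad2l2*, *Sycp3*, *Pttg1* and *Gm3893*. *Mad2l2* (probe A_51_P179987, chromosome 4, 147519744 to 147519803) was higher by 0.72 on the log2 scale (standard error 0.12, adjusted p = 0.0147 from limma), above every WT array of the run in 8 of 8 *Per3*4/4 arrays. *Gm3893* (probe A_52_P311999) changed by -1.56 (standard error 0.22, adjusted p = 0.00368 from limma), below every WT array of the run in 8 of 8. *Pttg1* (probe A_51_P371190, chromosome 11, 43233801 to 43233860) changed by 2.32 (standard error 0.42, adjusted p = 0.0421 from limma), above every WT array of the run in 6 of 8 arrays. Its levels in run 2 fell into 11 low and 5 high arrays with a gap of 2.05, and the SD among the *Per3*4/4 mice was 1.61. The *Sycp3* probe was well above background on 0 of 8 WT arrays of run 2 and on 3 of 8 *Per3*4/4 arrays, so no fold is given for its difference (adjusted p = 0.0151 from limma), with all 8 *Per3*4/4 arrays above every WT array of the run. Over the 11 limma alternatives that compared arrays within a run the fitted log2 change of *Sycp3* ranged from 0.17, with normexp background correction, to 1.46. With single arrays left out, *Mad2l2* and *Gm3893* passed in 30 of 30 fits, *Sycp3* in 28 and *Pttg1* in 7. These fits kept arrays of run 1 in the estimate of the spread. When only the arrays of run 2 were fitted, 0 of the 4 probes passed, with an adjusted p of 0.132 from limma for *Gm3893*. Positions are those of the array's annotation, which names no genome build.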

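The core set of Fig. 7B comprises 16 genes, measured here by 31 probes, all of which were tested. None passed an adjusted p of 0.05 against WT in either knock-in genotype by limma, whether adjusted over all probes or adjusted over the list alone, and none was called by the rank product or by the methods' t-test against the WT arrays of the run. In the *Per3*5/5 mice the log2 fold changes of these probes lay between -0.26 and 0.19, with a median size of 0.094, and 1 probe, of *Per2*, had an unadjusted p under 0.05 (p = 0.0351, adjusted p = 0.796 from limma). In the *Per3*4/4 mice they lay between -0.21 and 0.27, with a median size of 0.128, and 0 probes had an unadjusted p under 0.05. *Per3* itself (probe A_51_P258493, chromosome 4, 150379256 to 150379315) had a log2 level, relative to the array's 75th percentile, of -2.88 ± 0.37 (SD, n = 7) in *Per3*5/5 against -2.65 ± 0.38 (SD, n = 7) in the WT arrays of run 1, and of -3.45 ± 0.30 (SD, n = 8) in *Per3*4/4 against -3.68 ± 0.47 (SD, n = 8) in those of run 2, differences within the spread between mice. With any single array left out, 0 clock gene probes passed the threshold. From the absence of such differences the paper states that the core clock transcripts were not differentially expressed between the WT and KI tissues.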

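None of these genes passed an adjusted p of 0.05 by limma in either comparison, and the rank product called each of them in the genotypes and directions that the paper names. All 4 *Homer1* probes were lower in *Per3*5/5 than in WT, with log2 fold changes of -0.59, -0.52, -0.81 and -0.19 in the order of their positions on chromosome 13. The largest, at probe A_52_P37991 (94129858 to 94129917), had a standard error of 0.42 and an unadjusted p of 0.0647 (adjusted p = 0.796 from limma). It was the only *Homer1* probe called by the rank product, with a false prediction of 0.00875. *Ptgs2* (probe A_51_P254855, chromosome 1, 151954744 to 151954803) had a log2 level of -5.69 ± 0.89 (SD, n = 7) in *Per3*5/5 and -4.54 ± 1.33 (SD, n = 7) in the WT arrays of run 1, a change of -1.15 (standard error 0.60, adjusted p = 0.796 from limma), lower than the WT mean in 6 of 7 mice. It was well above background on 6 of 7 arrays in each of these 2 groups. Its other probe was too dim to be tested. *Tnfrsf25* (probe A_52_P460584, chromosome 4, 151494156 to 151494215) changed by -1.36 (standard error 0.41, unadjusted p = 0.00266, adjusted p = 0.796 from limma), lower than the WT mean in 7 of 7 mice, and by -0.08 in *Per3*4/4. The other *Tnfrsf25* probe was well above background on 0 arrays and was not tested.

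*Kcne2* (probe A_51_P153132, chromosome 16, 92298155 to 92298214) changed by -1.33 in *Per3*5/5 (standard error 1.13) and by 1.64 in *Per3*4/4 (standard error 1.06). It was well above background on 6 of 8 WT arrays of run 2 and on all others. Its SD among the *Per3*4/4 mice was 2.88, and 4 of the 8 lay above the WT mean of their run. *Prl* (probe A_51_P155514, chromosome 13, 27156985 to 27157044) changed by 0.85 in *Per3*5/5 (standard error 1.63) and by -0.83 in *Per3*4/4 (standard error 1.52). It was well above background on 4 of 7 *Per3*5/5, 4 of 7 WT, 7 of 8 *Per3*4/4 and 6 of 8 WT arrays of the same runs, so its values rest in part on levels near background. Its SD was 4.90 among the 8 WT arrays of run 2, and only 3 of 7 *Per3*5/5 mice lay above, and 4 of 8 *Per3*4/4 mice below, the WT mean. With WT array 14 left out, the *Prl* change in *Per3*4/4 was 0.33. The differences in *Kcne2* and *Prl* were smaller than the SD among the knock-in mice in both comparisons. Both genes lie on lists of genes of neighbouring tissue, choroid plexus and pituitary, whose levels varied together from array to array within the groups.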

A further 7 genes (*Ccl21a*, *Slx1b*, *Rpp40*, *Ttr*, *Tmem72*, *Sln*, and *Apoc4*) were differentially expressed in both the *Per3*^4/4^ and *Per3*^5/5^ tissues. 

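None of the 7 genes passed an adjusted p of 0.05 in the limma fit in either comparison. By the rank product 6 of the 7 were called in both genotypes, and *Apoc4* was called in *Per3*5/5 only. *Ttr* (probe A_51_P194149, chromosome 18, 20832612 to 20832672) changed by -2.01 on the log2 scale in *Per3*5/5 (standard error 1.41) and by 2.06 in *Per3*4/4 (standard error 1.32). Within the groups the SD of *Ttr* reached 3.32, among the *Per3*4/4 mice, and 17 other choroid plexus genes followed it across the 30 arrays once group means were removed (median Pearson's r 0.714, permutation p = 1e-04, the smallest the permutations can give; median Spearman's rho 0.714, permutation p = 1e-04). Without the 2 arrays farthest from the median the median r was 0.635, and it was 0.693 in run 1 and 0.811 in run 2. The *Ttr* probe was well above background on 5 of 7 *Per3*5/5 arrays, 6 of 8 WT arrays of run 2 and all others. *Sln* (probe A_52_P413395) changed by -1.96 in *Per3*5/5 and 1.13 in *Per3*4/4. The other *Sln* probe was well above background on 3 arrays and was not tested. *Tmem72* was well above background on 4 of 7 *Per3*5/5 and 7 of 7 WT arrays of run 1, and *Apoc4* on 5 of 7 and 6 of 7. Their fitted changes in *Per3*5/5, -1.87 and -1.14, thus rest in part on values near background. In run 2 *Tmem72* was well above background on 4 of 8 *Per3*4/4 and 2 of 8 WT arrays and *Apoc4* on 2 of 8 and 2 of 8, too few for a change to be given. The smallest unadjusted p among these genes in *Per3*5/5 was that of *Sln*, 0.00986 (adjusted p = 0.796 from limma), lower than the WT mean in 7 of 7 mice. Probes of the same gene disagreed for *Slx1b*, which the array lists as Giyd2, and for *Rpp40*. *Slx1b* changed by 1.21 and -1.81 at probe A_51_P335104 but by 0.15 and -0.02 at probe A_51_P113773. *Rpp40* changed by 0.99 and 1.13 at probe A_51_P319392 but by 0.29 and -0.05 at probe A_52_P366047. The former was well above background on 7 of 7 *Per3*5/5, 6 of 7 WT, 6 of 8 *Per3*4/4 and 4 of 8 WT arrays of the same runs, and the latter on all. At the *Slx1b* probe A_51_P335104 the arrays of run 1 fell into separate high and low levels that crossed the genotypes, with 10 arrays low and 4 high and a gap of 4.39 on the log2 scale, so that the SD was 2.71 among the *Per3*5/5 mice.

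**Figure D1:**
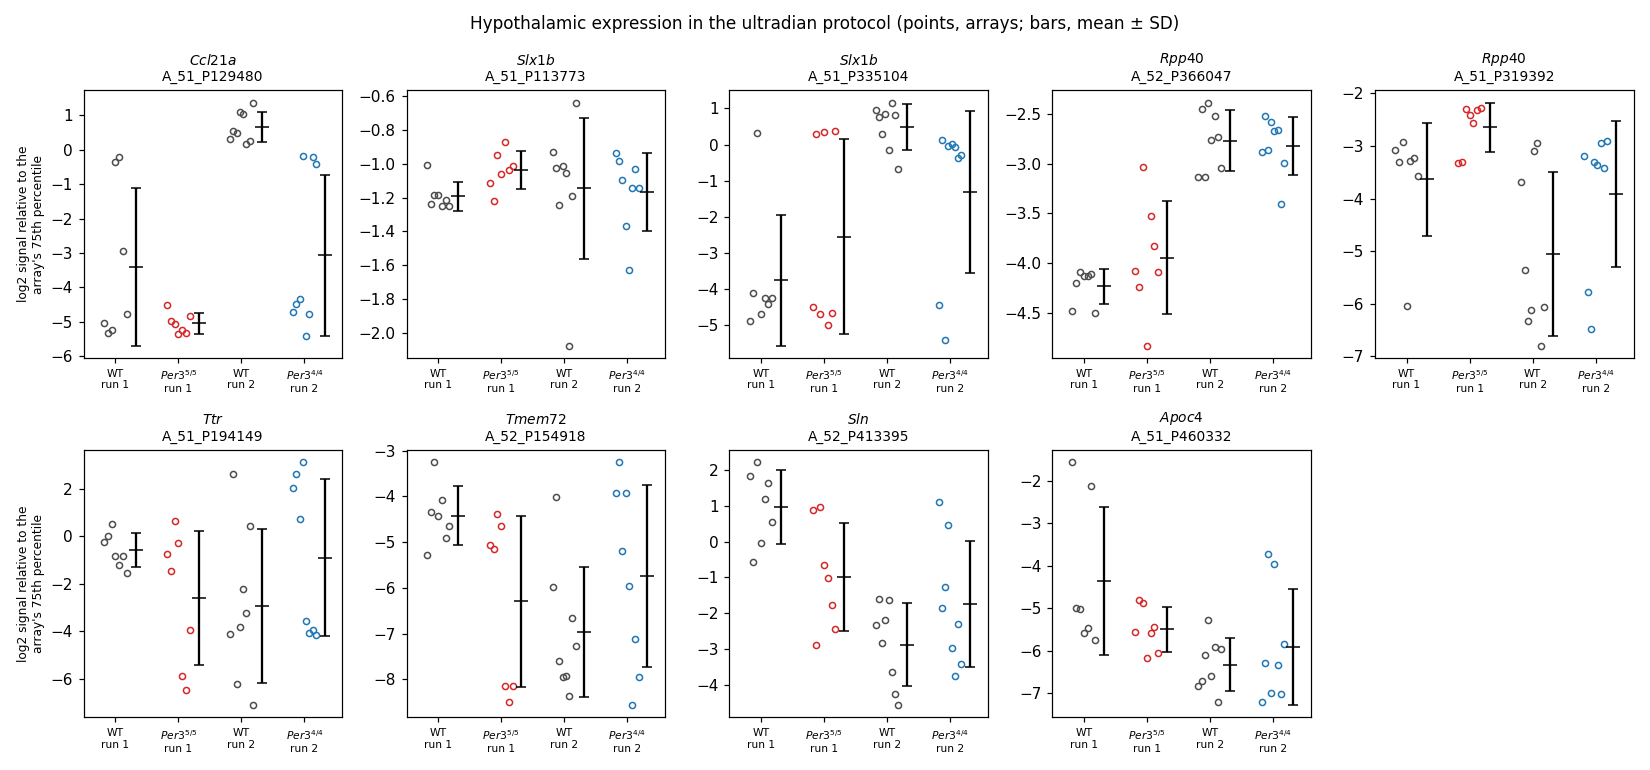
Log2 signal relative to the array's 75th percentile (vertical axis) of every tested probe of the 7 genes, by genotype and run (horizontal axis). Each open circle is 1 array and the bar beside it is the mean ± SD of 7 (run 1) or 8 (run 2) arrays, and the vertical scale differs between panels. At *Slx1b* probe A_51_P335104 the *Per3*5/5 arrays lie between -5.02 and 0.38.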

*Ccl21a* (a chemokine ligand) was down-regulated in tissues of both the KI groups and was the most down-regulated probe in the *Per3*^4/4^ tissue. 

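*Ccl21a* (probe A_51_P129480, chromosome 4, 42231835 to 42231894) had the lowest log2 fold change of the 29953 probes in *Per3*4/4, -3.73 (standard error 0.78, unadjusted p = 4.96e-05, adjusted p = 0.165 from limma), and all 8 *Per3*4/4 arrays lay below every WT array of their run. The next lowest was the Y-linked *Ddx3y*, at -2.32, whose probe was well above background on all arrays but arrays 6 and 7 of *Per3*4/4. On these 2 arrays all 4 *Xist* probes were well above background, although the paper describes male mice. In *Per3*5/5 the *Ccl21a* change was -1.63 (standard error 0.84, adjusted p = 0.796 from limma), lower than the WT mean in 7 of 7 mice but below every WT array of the run in only 2. The log2 level was -5.04 ± 0.31 (SD, n = 7) in *Per3*5/5, -3.41 ± 2.29 (SD, n = 7) in the WT arrays of run 1, -3.07 ± 2.34 (SD, n = 8) in *Per3*4/4 and 0.66 ± 0.45 (SD, n = 8) in the WT arrays of run 2. In run 2 the arrays fell into 5 low and 11 high ones with a gap of 3.93, so the mean change in *Per3*4/4 covers separate levels. The *Per3*4/4 arrays lay between -5.42 and -0.19, and the WT arrays of run 2 between 0.16 and 1.37. Low levels also occurred without a knock-in, as the WT arrays of run 1 lay between -5.31 and -0.20. The *Ccl21a* probe was well above background on 28 of the 30 arrays. Among the 11 limma alternatives that compared arrays within a run, the change in *Per3*4/4 was negative in each, between -4.60 and -2.66, and passed an adjusted p of 0.05 in 3, with adjusted p between 0.0226 and 1.00. With array 7 of *Per3*4/4 left out it also passed (adjusted p = 0.043 from limma).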

Gene enrichment and functional annotation analysis revealed that the 282 differentially expressed probes in the *Per3*^5/5^ hypothalamic tissue were significantly associated with biological processes and molecular functions that included terms linked with neuronal development and signaling, as well as the regulation of transcription (Supplemental Fig. S1*C*). There were no significant GO terms associated with the differentially expressed probes in the *Per3*^4/4^ mice, because of the smaller number of probes analyzed.

## DISCUSSION

Our data show that expression of the primate-specific 4- or 5-repeat *PER3* VNTR polymorphism in mice altered the time course of two established EEG markers of sleep homeostasis: θ activity during wakefulness and δ power during NREMS. By contrast, no genotype differences were observed between the KI mice in measures of circadian period and responses to light or in the expression levels of transcripts of the core set of circadian clock genes. Moreover, insertion of the VNTR associates with differential expression of genes linked with sleep regulatory processes, including an established marker of sleep homeostasis, *Homer1*.

The current mouse data showing that the number of tandem repeats does not change circadian periodicity is in line with previous mouse data showing no major effect of *Per3* KO (11, 13) and with human data showing that the *PER3* VNTR affects neither the *in vitro* nor *in vivo* period when assessed in dim light (27). Also, extensive whole-genome microarray analyses showed no difference between hypothalamic and cortical expression of circadian clock genes between the two KI genotypes after SD and also during an ultradian LD protocol, whereas we observed significant differences in the expression of genes associated with sleep. These included *Homer1* and *Ptgs2* (39), *Prl* (40), *Kcna2* (41), and *Adh1* (42, 43), whereas *Adora1* (44) was up-regulated in both the hypothalamic and cortical tissues in the 2 KI groups compared with the WT.

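In the ultradian protocol the difference between the effects of the 2 knock-in genotypes, each relative to the WT arrays of its run, passed an adjusted p of 0.05 at 0 of the 31 clock gene probes by limma, and 0 of them had an unadjusted p under 0.05 (smallest, *Clock*, p = 0.0877). These differences lay between -0.46 and 0.28 on the log2 scale. Over all 29953 probes the same comparison also passed 0 probes, with 893 at an unadjusted p under 0.05. When the run was left out of the fit, so that the 2 genotypes were compared directly across runs, 14865 probes passed, 12 of them clock gene probes. The rank product on the same direct comparison called 3624 probes, 3 of them clock gene probes. The samples of the SD protocol were not analysed here.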

In response to SD, GO analysis of differential gene expression identified processes and functions that are typically affected by sleep loss, such as macromolecular metabolic processes. During the ultradian protocol, where there was no behavioral phenotype, genes differentially expressed between the *Per3*^5/5^ and WT mice in the hypothalamus were associated with GO terms that included neuronal development and signaling. The latter finding is of interest because of the individual differences in cognitive performance and brain function that are associated with the human *PER3* VNTR (22–24). Therefore, taken together, these humanized mouse data are consistent with existing human data that suggest that the *PER3* VNTR does not affect the circadian clock in the hypothalamus, but is associated with differences in homeostatic sleep regulation and cognitive vulnerability to sleep loss and in mice with the differential expression of transcripts that regulate and respond to sleep and neuronal development and function.

*Homer1a* has been described as a brain-specific marker of sleep homeostasis because its expression increases in response to SD (39). In the current study, *Homer1* expression was increased in the two KI genotypes compared with the WT, more so in the *Per3*^5/5^ mice in both tissues in the SD and ultradian protocols. However, this was true only of probes that targeted the 5′ UTR of *Homer1* transcripts; probes that targeted the 3′ UTR showed down-regulation compared to the WT in both the KI genotypes. This result suggests that there is up-regulated expression of nascent mRNA for *Homer1* in response to SD but reduced levels of alternatively spliced transcripts.

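For the ultradian protocol the 4 *Homer1* probes were ordered by the positions that the array's annotation gives on chromosome 13, which do not say whether a probe lies in a UTR. From the lower coordinate, they are A_51_P387159 (94075013 to 94075072), A_51_P387160 (94075212 to 94111724), A_52_P37991 (94129858 to 94129917) and A_52_P151211 (94173265 to 94173324), and all were well above background on 30 of 30 arrays. The log2 fold change in *Per3*4/4 was -0.32, -0.33, -0.33 and -0.08, in this order, with standard errors of 0.21, 0.21, 0.39 and 0.24. The probe A_51_P387159 was lower than the WT mean in 7 of 7 *Per3*5/5 mice (unadjusted p = 0.0143, adjusted p = 0.796 from limma) and in 6 of 8 *Per3*4/4 mice. Probe A_51_P387160 was lower in 7 of 7 (unadjusted p = 0.0232) and in 7 of 8. None of the 4 probes passed an adjusted p of 0.05 in either genotype, and the difference between the knock-in effects, between -0.48 and -0.11, passed at none. In *Per3*4/4, A_52_P37991 and A_52_P151211 changed sign under 1 of the 12 alternatives that compared arrays within a run, array weights, reaching 0.14 and 0.16, and they were 0.11 and 0.18 with WT array 10 left out. Every other sign was kept under these 12 alternatives.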

As far as we are aware, this is the first time that a common human polymorphism involved in sleep homeostasis has been inserted into an animal model. A rare familial single-nucleotide mutation in *DEC2* regulates sleep duration in humans, and insertion of this mutation in mice also affects sleep duration in an SD-dependent way (45). The mutation that is linked with familial advanced sleep phase disorder (FASPD) has been reproduced in transgenic mice, but only with regard to circadian phenotype; the effects on sleep EEG were not assessed (46). An intronic SNP in the potassium channel gene *ABCC9* was found to be associated with short periods of sleep in humans, and silencing of the homologue gene in Drosophila created a sleepless phenotype in the first part of the night (47). However, although that study clearly suggests a role for *ABCC9* in sleep regulation, it did not identify the causative genetic marker.

The lack of an effect of genotype on BSL VSs in the current study contrasts with some previous studies in clock gene transgenic mice. For example, *Clock*-mutant mice showed a reduced BSL sleep duration (48), *Npas2*-KO mice had reduced spindle frequency activity in NREMS (49), and *Cry1/Cry2* double-KO mice had increased NREMS bout length and NREM δ power (8). It should be noted that, in the current study, *Cry1* expression was highly down-regulated in the KI mice compared with WT mice in both the hypothalamus and cortex after SD. Overall, this observation implies that the VNTR-mediated effects on sleep are observed only when sleep is manipulated.

The higher EEG θ activity in wakefulness observed in the *Per3*^5/5^ mice during forced wakefulness and the genotype difference in BSL θ power during REMS observed in the *Per3*^5/5^ mice are in line with the higher θ/alpha power seen in *PER3*^5/5^ humans, at BSL and during SD (21).

The observation that during sleep Rec, the NREM δ power was higher in the *Per3*^5/5^ mice is also consistent with human data from *PER3*^5/5^ individuals (21). In addition, the *Per3*^5/5^ mice had a greater and more complete (*i.e*., return to BSL level) sleep homeostatic response, as quantified by the accumulation of NREM δ power, when compared to the *Per3*^4/4^ mice. In addition, in a previous human protocol of sleep restriction/deprivation, NREM δ power was found to be higher in the *PER3*^5/5^ genotype compared to the *PER3*^4/4^ (22). These consistent observations between species are remarkable, given that the only difference between these genotypes is the presence of either the 4- or 5-repeat VNTR alleles.

## Supplementary Material

Supplemental Data

## References

[1] RusterholzT.DurrR.AchermannP. (2010) Inter-individual differences in the dynamics of sleep homeostasis. Sleep 33, 491–4982039431810.1093/sleep/33.4.491PMC2849788

[2] AdanA.ArcherS. N.HidalgoM. P.Di MiliaL.NataleV.RandlerC. (2012) Circadian typology: a comprehensive review. Chronobiol. Int. 29, 1153–11752300434910.3109/07420528.2012.719971

[3] BorbelyA. A. (1982) A two process model of sleep regulation. Hum. Neurobiol. 1, 195–2047185792

[4] DijkD. J.CzeislerC. A. (1995) Contribution of the circadian pacemaker and the sleep homeostat to sleep propensity, sleep structure, electroencephalographic slow waves, and sleep spindle activity in humans. J. Neurosci. 15, 3526–3538775192810.1523/JNEUROSCI.15-05-03526.1995PMC6578184

[5] BuhrE. D.TakahashiJ. S. (2013) Molecular components of the mammalian circadian clock. Handb. Exp. Pharmacol. 217, 3–272360447310.1007/978-3-642-25950-0_1PMC3762864

[6] FrankenP.DijkD. J. (2009) Circadian clock genes and sleep homeostasis. Eur. J. Neurosci. 29, 1820–18291947323510.1111/j.1460-9568.2009.06723.x

[7] FrankenP.CholletD.TaftiM. (2001) The homeostatic regulation of sleep need is under genetic control. J. Neurosci. 21, 2610–26211130661410.1523/JNEUROSCI.21-08-02610.2001PMC6762509

[8] WisorJ. P.O'HaraB. F.TeraoA.SelbyC. P.KilduffT. S.SancarA.EdgarD. M.FrankenP. (2002) A role for cryptochromes in sleep regulation. BMC Neurosci. 3, 201249544210.1186/1471-2202-3-20PMC149230

[9] AllebrandtK. V.Teder-LavingM.AkyolM.PichlerI.Muller-MyhsokB.PramstallerP.MerrowM.MeitingerT.MetspaluA.RoennebergT. (2010) CLOCK gene variants associate with sleep duration in two independent populations. Biol. Psychiatry 67, 1040–10472014934510.1016/j.biopsych.2009.12.026

[10] YagitaK.YamaguchiS.TamaniniF.van Der HorstG. T.HoeijmakersJ. H.YasuiA.LorosJ. J.DunlapJ. C.OkamuraH. (2000) Dimerization and nuclear entry of mPER proteins in mammalian cells. Genes Dev. 14, 1353–136310837028PMC316664

[11] ShearmanL. P.JinX.LeeC.ReppertS. M.WeaverD. R. (2000) Targeted disruption of the mPer3 gene: subtle effects on circadian clock function. Mol. Cell. Biol. 20, 6269–62751093810310.1128/mcb.20.17.6269-6275.2000PMC86101

[12] BaeK.JinX.MaywoodE. S.HastingsM. H.ReppertS. M.WeaverD. R. (2001) Differential functions of mPER1, mPER2, and mPER3 in the SCN circadian clock. Neuron 30, 525–5361139501210.1016/s0896-6273(01)00302-6

[13] Van der VeenD. R.ArcherS. N. (2010) Light-dependent behavioral phenotypes in PER3-deficient mice. J. Biol. Rhythms 25, 3–82007529510.1177/0748730409356680

[14] PendergastJ. S.NiswenderK. D.YamazakiS. (2012) Tissue-specific function of Period3 in circadian rhythmicity. PLoS One 7, e302542225392710.1371/journal.pone.0030254PMC3256228

[15] HasanS.van der VeenD. R.Winsky-SommererR.DijkD. J.ArcherS. N. (2011) Altered sleep and behavioral activity phenotypes in PER3-deficient mice. Am. J. Physiol. Regul. Integr. Comp. Physiol. 301, R1821–R18302195716310.1152/ajpregu.00260.2011

[16] ArcherS. N.RobilliardD. L.SkeneD. J.SmitsM.WilliamsA.ArendtJ.von SchantzM. (2003) A length polymorphism in the circadian clock gene Per3 is linked to delayed sleep phase syndrome and extreme diurnal preference. Sleep 26, 413–4151284136510.1093/sleep/26.4.413

[17] PereiraD. S.TufikS.LouzadaF. M.Benedito-SilvaA. A.LopezA. R.LemosN. A.KorczakA. L.D'AlmeidaV.PedrazzoliM. (2005) Association of the length polymorphism in the human Per3 gene with the delayed sleep-phase syndrome: does latitude have an influence upon it? Sleep 28, 29–3215700718

[18] JonesK. H.EllisJ.von SchantzM.SkeneD. J.DijkD. J.ArcherS. N. (2007) Age-related change in the association between a polymorphism in the PER3 gene and preferred timing of sleep and waking activities. J. Sleep Res. 16, 12–161730975810.1111/j.1365-2869.2007.00561.xPMC7611878

[19] LazarA. S.SlakA.LoJ. C.SanthiN.von SchantzM.ArcherS. N.GroegerJ. A.DijkD. J. (2012) Sleep, diurnal preference, health, and psychological well-being: a prospective single-allelic-variation study. Chronobiol. Int. 29, 131–1462232455210.3109/07420528.2011.641193

[20] ViolaA. U.ArcherS. N.JamesL. M.GroegerJ. A.LoJ. C.SkeneD. J.von SchantzM.DijkD. J. (2007) PER3 polymorphism predicts sleep structure and waking performance. Curr. Biol. 17, 613–6181734696510.1016/j.cub.2007.01.073

[21] GoelN.BanksS.MignotE.DingesD. F. (2009) PER3 polymorphism predicts cumulative sleep homeostatic but not neurobehavioral changes to chronic partial sleep deprivation. PLoS One 4, e58741951690310.1371/journal.pone.0005874PMC2689932

[22] GroegerJ. A.ViolaA. U.LoJ. C.von SchantzM.ArcherS. N.DijkD. J. (2008) Early morning executive functioning during sleep deprivation is compromised by a PERIOD3 polymorphism. Sleep 31, 1159–116718714788PMC2542962

[23] VandewalleG.ArcherS. N.WuillaumeC.BalteauE.DegueldreC.LuxenA.MaquetP.DijkD. J. (2009) Functional magnetic resonance imaging-assessed brain responses during an executive task depend on interaction of sleep homeostasis, circadian phase, and PER3 genotype. J. Neurosci. 29, 7948–79561955343510.1523/JNEUROSCI.0229-09.2009PMC6666044

[24] LoJ. C.GroegerJ. A.SanthiN.ArbonE. L.LazarA. S.HasanS.von SchantzM.ArcherS. N.DijkD. J. (2012) Effects of partial and acute total sleep deprivation on performance across cognitive domains, individuals and circadian phase. PLoS One 7, e459872302935210.1371/journal.pone.0045987PMC3454374

[25] ArcherS. N.ViolaA. U.KyriakopoulouV.von SchantzM.DijkD. J. (2008) Inter-individual differences in habitual sleep timing and entrained phase of endogenous circadian rhythms of BMAL1, PER2 and PER3 mRNA in human leukocytes. Sleep 31, 608–6171851703110.1093/sleep/31.5.608PMC2398752

[26] ViolaA. U.ChellappaS. L.ArcherS. N.PuginF.GötzT.DijkD. J.CajochenC. (2012) Interindividual differences in circadian rhythmicity and sleep homeostasis in older people: effect of a PER3 polymorphism. Neurobiol. Aging 33, 1010.e17–1010.e272216920010.1016/j.neurobiolaging.2011.10.024

[27] HasanS.SanthiN.LazarA. S.SlakA.LoJ.von SchantzM.ArcherS. N.JohnstonJ. D.DijkD. J. (2012) Assessment of circadian rhythms in humans: comparison of real-time fibroblast reporter imaging with plasma melatonin. FASEB J. 26, 2414–24232237152710.1096/fj.11-201699PMC3360144

[28] DijkD. J.ArcherS. N. (2010) PERIOD3, circadian phenotypes, and sleep homeostasis. Sleep Med. Rev. 14, 151–1601971673210.1016/j.smrv.2009.07.002

[29] MongrainV.La SpadaF.CurieT.FrankenP. (2011) Sleep loss reduces the DNA-binding of BMAL1, CLOCK, and NPAS2 to specific clock genes in the mouse cerebral cortex. PLoS One 6, e266222203951810.1371/journal.pone.0026622PMC3200344

[30] SaperC. B.CanoG.ScammellT. E. (2005) Homeostatic, circadian, and emotional regulation of sleep. J. Comp. Neurol. 493, 92–981625499410.1002/cne.20770

[31] EbisawaT.UchiyamaM.KajimuraN.MishimaK.KameiY.WatanabeT.SekimotoM.ShibuiK.KimK.KudoY.OzekiY.SugishitaM.ToyoshimaR.InoueY.YamadaN.NagaseT.OzakiN.OharaO.IshidaN.OkawaM.TakahashiK.YamauchiT. (2001) Association of structural polymorphisms in the human period3 gene with delayed sleep phase syndrome. EMBO Rep. 2, 342–3461130655710.1093/embo-reports/kve070PMC1083867

[32] KöntgenF.SüssG.StewartC.SteinmetzM.BluethmannH. (1993) Targeted disruption of the MHC class II Aa gene in C57BL/6 mice. Int. Immunol. 5, 957–964839898910.1093/intimm/5.8.957

[33] HughesE. D.QuY. Y.GenikS. J.LyonsR. H.PachecoC. D.LiebermanA. P.SamuelsonL. C.NasonkinI. Q.CamperS. A.Van KeurenM. L.SaundersT. L. (2007) Genetic variation in C57BL/6 ES cell lines and genetic instability in the Bruce4 C57BL/6 ES cell line. Mamm. Genome 18, 549–5581782857410.1007/s00335-007-9054-0

[34] SokoloveP. G.BushellW. N. (1978) The chi square periodogram: its utility for analysis of circadian rhythms. J. Theor. Biol. 72, 131–16056636110.1016/0022-5193(78)90022-x

[35] FrankenP.MalafosseA.TaftiM. (1998) Genetic variation in EEG activity during sleep in inbred mice. Am. J. Physiol. Regul. Integr. Comp. Physiol. 275, R1127–R113710.1152/ajpregu.1998.275.4.R11279756543

[36] LaingE.SmithC. P. (2010) RankProdIt: a web-interactive rank products analysis tool. BMC Res. Notes 3, 2212069104710.1186/1756-0500-3-221PMC2930644

[37] DuncanD.ProdduturiN.ZhangB. (2010) WebGestalt2: an updated and expanded version of the web-based gene set analysis toolkit. BMC Bioinformatics 11, P10

[38] AschoffJ. (1960) Exogenous and endogenous components in circadian rhythms. Cold Spring Harb. Symp. Quant. Biol. 25, 11–281368469510.1101/sqb.1960.025.01.004

[39] MaretS.DorsazS.GurcelL.PradervandS.PetitB.PfisterC.HagenbuchleO.O'HaraB. F.FrankenP.TaftiM. (2007) Homer1a is a core brain molecular correlate of sleep loss. Proc. Natl. Acad. Sci. U.S.A. 104, 20090–200951807743510.1073/pnas.0710131104PMC2148427

[40] ObálFJr.Garcia-GarciaF.KacsóhB.TaishiP.BohnetS.HorsemanN. D.KruegerJ. M. (2005) Rapid eye movement sleep is reduced in prolactin-deficient mice. J. Neurosci. 25, 10282–102891626723610.1523/JNEUROSCI.2572-05.2005PMC6725790

[41] DouglasC. L.VyazovskiyV.SouthardT.ChiuS. Y.MessingA.TononiG.CirelliC. (2007) Sleep in Kcna2 knockout mice. BMC Biol. 5, 421792501110.1186/1741-7007-5-42PMC2151933

[42] DeltourL.FoglioM. H.DuesterG. (1999) Metabolic deficiencies in alcohol dehydrogenase Adh1, Adh3, and Adh4 null mutant mice. Overlapping roles of Adh1 and Adh4 in ethanol clearance and metabolism of retinol to retinoic acid. J. Biol. Chem. 274, 16796–168011035802210.1074/jbc.274.24.16796

[43] MaretS.FrankenP.DauvilliersY.GhyselinckN. B.ChambonP.TaftiM. (2005) Retinoic acid signaling affects cortical synchrony during sleep. Science 310, 111–1131621054010.1126/science.1117623

[44] ThakkarM. M.EngemannS. C.WalshK. M.SahotaP. K. (2008) Adenosine and the homeostatic control of sleep: effects of A1 receptor blockade in the perifornical lateral hypothalamus on sleep-wakefulness. Neuroscience 153, 875–8801844015010.1016/j.neuroscience.2008.01.017

[45] HeY.JonesC. R.FujikiN.Xuy.GuoB.HolderJ. LJr.RossnerM. J.NishinoS.FuY. H. (2009) The transcriptional repressor DEC2 regulates sleep length in mammals. Science 325, 866–8701967981210.1126/science.1174443PMC2884988

[46] XuY.TohK. L.JonesC. R.ShinJ. Y.FuY. H.PtacekL. J. (2007) Modeling of a human circadian mutation yields insights into clock regulation by PER2. Cell 128, 59–701721825510.1016/j.cell.2006.11.043PMC1828903

[47] AllebrandtK. V.AminN.Müller-MyhsokB.EskoT.Teder-LavingM.AzevedoR. V.HaywardC.van MillJ.VogelzangsN.GreenE. W.MelvilleS. A.LichtnerP.WichmannH. E.OostraB. A.JanssensA. C.CampbellH.WilsonJ. F.HicksA. A.PramstallerP. P.DogasZ.RudanI.MerrowM.PenninxB.KyriacouC. P.MetspaluA.van DuijnC. M.MeitingerT.RoennebergT. (2013) A K(ATP) channel gene effect on sleep duration: from genome-wide association studies to function in Drosophila. Mol. Psychiatry 18, 122–1322210562310.1038/mp.2011.142

[48] NaylorE.BergmannB. M.KrauskiK.ZeeP. C.TakahashiJ. S.VitaternaM. H.TurekF. W. (2000) The circadian clock mutation alters sleep homeostasis in the mouse. J. Neurosci. 20, 8138–81431105013610.1523/JNEUROSCI.20-21-08138.2000PMC6772726

[49] FrankenP.DudleyC. A.EstillS. J.BarakatM.ThomasonR.O'HaraB. F.McKnightS. L. (2006) NPAS2 as a transcriptional regulator of non-rapid eye movement sleep: genotype and sex interactions. Proc. Natl. Acad. Sci. U.S.A. 103, 7118–71231663627610.1073/pnas.0602006103PMC1459027

# Supplementary material for: A human sleep homeostasis phenotype in mice expressing a primate-specific PER3 variable-number tandem-repeat coding-region polymorphism
**Source:** FASEB J. 2014 Jun;28(6):2441–54. doi: 10.1096/fj.13-240135
**Supplement:** Supplemental Data

A human sleep homeostasis phenotype in mice expressing a primate-specific PER3 variable-number tandem-repeat coding-region polymorphism — A human sleep homeostasis phenotype in mice expressing a primate-specific PER3 variable-number tandem-repeat coding-region polymorphism — A human sleep homeostasis phenotype in mice expressing a primate-specific PER3 variable-number tandem-repeat coding-region polymorphism — Supplemental Data 

# A human sleep homeostasis phenotype in mice expressing a primate-specific *PER3* variable-number tandem-repeat coding-region polymorphism

## Supplemental Data

**Files in this Data Supplement:**

- Supplemental Data - (*13-240135SuppData.pdf; 415 KB*)

How the deposited data were processed for this re-analysis (not part of the article)

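Hypothalamic RNA of *Per3*5/5, *Per3*4/4 and WT mice, which the paper describes as male, was collected in the ultradian protocol. It was measured on 30 arrays of 1 design: 7 *Per3*5/5, 8 *Per3*4/4 and 15 WT. Each array was taken as 1 mouse. The paper gives 8 mice per genotype, less 1 *Per3*5/5 and 1 WT sample, which does not account for 15 WT arrays. Its text does not say which WT arrays each comparison used. The samples of the sleep deprivation protocol, the cortex and the gene ontology analysis were not analysed here.

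The authors deposited the intensity of each of 43379 spots per array, control spots not counted, as the scanner software (Feature Extraction) wrote it, with the background subtracted and spatial trends removed within the array and nothing done between arrays. They also deposited a table of log2 values, which the authors had shifted to each array's 75th percentile according to the methods. Set against the intensities, that table also proved to be centred on the median of each probe within each run, a step the paper's text does not name, so it cannot compare arrays of different runs. The files fall into 2 runs that differ in the columns written, in scanner and in scan date, and within a run the scan date was the same for every array. Each run held 4 slides, and every slide held knock-in and WT arrays.

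The intensities of the spots, without control spots and without spots marked as outliers (36 to 117 per array), were converted to log2, the array's 75th percentile was subtracted, and spots of the same probe were averaged. No spot was marked as saturated. Before the shift, the 75th percentile of the intensity ranged from 752 to 1546 (median 941) in *Per3*5/5, from 907 to 1091 (median 966) in the WT arrays of run 1, from 347 to 1370 (median 1060) in *Per3*4/4 and from 490 to 1260 (median 875) in the WT arrays of run 2. A probe was tested if it was well above background, by the scanner software's own mark, on at least as many arrays as not in at least 1 genotype. The number of arrays limits the precision.

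Linear models were fitted with limma 3.58.1 in R 4.3.3, over all 30 arrays, with genotype and run as terms, moderated variances and Benjamini-Hochberg adjustment over all probes tested, at an adjusted p of 0.05. The comparison of the 2 knock-in genotypes is then the difference between their effects, and these share no WT arrays. The methods' t-test and the rank product were run on the same values. The rank product used 100 permutations and the false prediction limit of 0.015 that the methods name. The methods' 1-way ANOVA was replaced by an F test of the genotype terms. Simulated data were made from the arrays' own means and spreads, with independent normal noise at each probe and 200 of 29953 probes changed by 2 on the log2 scale. In these, limma recovered 98.5% in *Per3*5/5 (16 false calls) and 97.5% in *Per3*4/4 (13 false calls). The rank product was run there with fewer than 100 permutations. On the real arrays genes such as those of the choroid plexus varied together, so these shares do not measure the sensitivity for such genes. In the simulation the t-test recovered 94% and 93%, and the rank product 100% in each, with 138 and 178 false calls, which fell to 1 and 0 when every probe was given the same spread.

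Gene lists were tested with camera, at a preset correlation of 0.01 between genes, and with fry, using for each gene the probe with the highest mean. The 13 lists, written from the paper or from general knowledge, were: clock genes, sleep genes of the paper, genes the paper names for the ultradian protocol, choroid plexus, pituitary, activity-regulated genes, thalamus, striatum, cortex and hippocampus, hypothalamic neurons, blood, Y-linked genes with *Xist*, and genes that differ between substrains. Of 151 genes listed or named, 147 had a probe, 2 of them found through an accession or synonym. Probe names are those of the array's annotation, and of 27968 probes with a RefSeq accession, 26918 were found in a table of GRCm38.p6, which was used for names only. Positions are printed as the annotation gives them.

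The genes named in the text were fixed by a rule: every gene the paper names for this protocol, the 16 clock genes of Fig. 7B, *Per3*, *Kcna2*, *Adh1* and *Adora1*, all with every probe, and the probes past the threshold with the largest changes. Genes near one another on a chromosome, *Ddx3y* and *Xist* were named after their values were seen. A result for 1 of these neighbouring genes is not reported here.

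The alternatives were no run term, the slide as a random block, only the arrays of the run, the replicate number as a block, normexp background correction with an offset of 50, quantile normalization, the percentile over probes detected on all arrays, the authors' log2 table, no filter, only probes well above background on every array, outlier spots kept, array weights, variances with a trend and robust moderation, the methods' t-test, the rank product, and each array left out in turn. These choices and the lists were fixed before the data were examined. Normexp was planned on mean spot intensities, but run 2 holds only medians, so medians were used in both runs. Camera with the correlation between genes estimated from the residuals, the slide as a fixed block, the t-test and the rank product on the authors' table, and the union of both tests were added after values had been seen. Calculations also used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statmod 1.5.0.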

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

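The tests of the share of spots above background and of inherited variants for the separate levels of *Ccl21a* and *Slx1b*, of segments near *Per3* and of neighbouring changed genes, and both tests of the *Xist* signal were chosen only after the result was seen. Values are log2 levels relative to the array's 75th percentile unless said otherwise.

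Among 120 groups of 7 or 8 arrays, made of 27 named probes and 3 measures of array quality in each of the 4 groups of genotype and run, 16 arrays lay far from the others of their group, where chance alone gives about 6. Several come from the same array or gene and are not independent. WT array 10 stood apart at *Homer1* probes A_51_P387160 (-1.49, nearest other array -2.69), A_52_P151211 (1.08, nearest -0.30) and A_52_P37991 (-0.23, nearest -3.18), and at *Ptgs2* (-3.08, nearest -5.42). Array 3 of *Per3*5/5 stood apart at *Homer1* probe A_52_P151211 (-0.70, nearest -1.20) and at *Ptgs2* (-3.82, nearest -5.36). Array 5 of *Per3*4/4 stood apart at *Adh1* probes A_51_P428555 (-2.65, nearest -3.97) and A_52_P629895 (-1.32, nearest -2.39) and at *Adora1* probe A_51_P188845 (-2.18, nearest -1.35), and WT array 14 at *Adh1* probe A_52_P629895 (-1.63, nearest -2.63). *Kcna2* was low on WT array 1 (0.13, nearest 1.29) and high on WT array 8 (0.80, nearest -0.39). *Rpp40* probe A_51_P319392 was low on WT array 4 (-6.04, nearest -3.58). The *Slx1b* probe A_51_P113773 was high on WT array 1 (-1.01, nearest -1.19) and low on WT array 13 (-2.08, nearest -1.24).

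*Homer1* and *Ptgs2* are activity-regulated genes, and a difference in neuronal activity when the tissue was collected is a candidate explanation of their shared deviations. Across the 30 arrays, with group means removed, 16 other activity-regulated genes followed *Ptgs2* with a median Pearson's r of 0.509 (permutation p = 2e-04) and a median Spearman's rho of 0.392 (permutation p = 2e-04). The median r was 0.478 in run 1 and 0.555 in run 2. The level of r set beforehand for this explanation was passed. The explanation was nevertheless left open once the following values were seen. The median r fell to 0.256 without the 2 arrays farthest from the median, so it rests in part on those. The cortex and hippocampus genes followed *Ptgs2* more closely, with a median r of 0.577, and the hypothalamic neuron genes had -0.50, so neuronal activity and a varying share of neighbouring cortex in the dissected tissue cannot be told apart. No biological explanation was tested for the arrays that stood apart at *Adh1*, *Adora1*, *Kcna2*, *Rpp40* and *Slx1b* probe A_51_P113773.

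At *Slx1b* probe A_51_P335104, WT array 3 was high (0.31, nearest -4.11). That probe and *Ccl21a* had separate high and low levels within groups. Dim arrays are argued against: the share of spots well above background was not related to the level of *Ccl21a* (r 0.115, permutation p = 0.636) or of *Slx1b* (r -0.042, permutation p = 0.835), the levels of the 2 genes were not related to each other (r 0.016), and the other *Slx1b* probe, on the same arrays, had SDs of only 0.09 to 0.42 within groups against 0.64 to 2.71. A variant inherited with the surrounding chromosome segment may produce such levels. In runs 1 and 2, 9 and 11 probes had levels at least 2 apart with at least 3 arrays on each side. Within a run, only 1 pair of such probes of different transcripts lay within 1 Mb, 38891 bases apart, with an absolute r of 0.947, against a median of 0.245 for 79 pairs on different chromosomes. *Gdpd3*, near *Slx1b* on chromosome 7 (133914520, against 133833094), had such levels in run 2 and *Slx1b* in run 1, so that pair was not part of the test. A single pair is too few, so an inherited variant and other explanations of the levels cannot be told apart.

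Between the effects of the 2 knock-in genotypes the choroid plexus list had a median difference of -1.001 over 20 genes (adjusted p = 1.25e-10 by camera at a preset correlation of 0.01 between genes). The correlation estimated from the residuals of these genes was 0.552, far above the preset one, and with it the adjusted p was 0.480, so a difference of the list beyond the spread between mice is not shown. The same held for every list that passed with the preset correlation: 0 of 39 list tests passed with the estimated one, which was tried only after the result was seen. On at least 8 WT arrays 19 of the 20 genes were well above background, 3 of the genes stand on another list, and 3 were named by the paper for these arrays. All 20 genes were lower in *Per3*5/5 than in WT and 19 were higher in *Per3*4/4. By fry no list passed in any comparison, with a smallest adjusted p of 0.766 and 2 list tests at an unadjusted p under 0.05. A varying amount of choroid plexus in the dissected tissue is a candidate explanation for *Ttr*, *Kcne2* and *Tmem72* between the knock-in genotypes. In its test, planned for this purpose, the 17 other genes of the list followed *Ttr* with a median r of 0.714, while the other lists had medians between -0.17 and 0.41. A difference between genotypes in the choroid plexus itself stays open and was not tested.

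The list of genes that the paper names for this protocol had a median difference of -1.34 over 12 genes (adjusted p = 0.0126 by camera, 0.480 with the estimated correlation of 0.144), with 8 of the 12 lower in *Per3*5/5 than in *Per3*4/4. The paper chose these genes on these arrays, and 6 of them stand on another list, so the test is not independent evidence. It no longer passed without WT array 13 (adjusted p = 0.0518, median -1.31). The striatum list had a median difference of 0.24 over 10 genes, in the same direction in 10 of 10 (adjusted p = 0.0179 by camera, 0.572 with the estimated correlation of 0.366). Without WT array 10 the median was 0.07 (adjusted p = 0.677), and without array 6 of *Per3*4/4 it was 0.23 (adjusted p = 0.0509). No explanation was tested for these 2 lists.

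The list of Y-linked genes with *Xist*, of which *Xist* was too dim on most arrays to be tested, had a median difference of 1.62 over the 4 Y-linked genes (adjusted p = 0.0179 by camera, 0.572 with the estimated correlation of 0.955), which did not hold without array 7 of *Per3*4/4 (0.91, adjusted p = 0.219) or array 6 (0.82, adjusted p = 0.188). On these 2 arrays the *Xist* probe A_51_P145453 reached 1.78 and 1.52, against at most -4.47 on the other 28 arrays, and all 4 *Xist* probes were well above background. The paper describes male mice. RNA of male and female mice mixed on an array is argued against, since of 3 Y-linked probes that were well above background on all other 28 arrays, 0 were so on these 2 (*Ddx3y* -8.51 and -8.09, at least 0.66 elsewhere). Arrays of WT mice under a *Per3*4/4 name were examined with probes near *Per3*, chosen for each array without using it. Here 7 of 8 *Per3*4/4 arrays scored above every WT array of the run (highest 0.69). Array 6 scored 0.87 and array 7 scored 0.68, so 1 of these 2 lay within the WT range. The lowest *Per3*4/4 and highest WT scores lie too close together to decide, and an array of a WT mouse and of a *Per3*4/4 mouse cannot be told apart here. The *Xist* and Y-linked values also argue against RNA of male mice alone on these 2 arrays. Whether they hold female mice of the line or samples from outside the series stays open. The 2 arrays were kept in all comparisons, apart from being left out singly.

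Outside the genes that the paper discusses, 4 probes passed the threshold in *Per3*4/4: *Pttg1* (change 2.32), *Sycp3* (fitted change 1.46, near background and so without a fold), *Mad2l2* (0.72) and *Gm3893* (-1.56). In 100 splits of the arrays within a run, 9 gave at least 4 probes, the real one included, so chance cannot be excluded for the count. At an unadjusted p under 0.05, 97 of 100 splits gave at least as many as the 519 observed. *Mad2l2* lies near *Per3* on chromosome 4, and a segment inherited with the targeted locus is a candidate explanation in *Per3*4/4. The mean absolute statistic of the 230 probes within 5 Mb of *Per3* was larger than under shifts along the genome (permutation p = 0.004). In *Per3*5/5 the same test gave a permutation p of 0.739, so no such excess was seen. A segment without differences in expression would give this too, and the 2 cannot be told apart. Among genes with an unadjusted p under 0.001, 8 of 14 in *Per3*4/4 lay within 2 Mb of another, more than for shuffled genes (permutation p = 0.001, the smallest the permutations can give), and the neighbours of *Mad2l2* included 2510039O18Rik (0.66) and *Fbxo6* (0.77). *Ccl21a* was another of the 8, with ENSMUST00000107980 (-1.95) and *B4galt1* (0.43) near it on chromosome 4. These tests may be explained by segments that differ from WT for reasons other than the repeat. For *Pttg1*, *Sycp3* and *Gm3893* no explanation was tested beyond the count of splits.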

How the results depend on the processing

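Among the alternatives, camera with the estimated correlation, the slide as a fixed block, the t-test and rank product on the authors' log2 table, and the union of t-test and rank product were chosen only after the result was seen. The main counts were 0 probes in *Per3*5/5, 4 in *Per3*4/4, 0 for the difference between the knock-in effects and 1 by the F test, and the counts below are probes past the threshold.

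In *Per3*5/5, no run term gave 1 and array weights 10 (6 higher). The rank product gave 334 (49 higher), 281 on the authors' table, 250 on every probe of that table, and 334 in the union with the t-test. All other alternatives run gave 0, with between 1529 and 5717 probes at an unadjusted p under 0.05. In *Per3*4/4, normexp gave 7 (4 higher), probes above background on every array 7 (5 higher), array weights 9 (5 higher), trend and robust moderation 8 (6 higher) and the slide as a random block 9 (6 higher). Only the arrays of the run gave 0 (225 unadjusted), the t-test against the WT arrays of the run 0 (295 unadjusted) and on the authors' table 0 (283 unadjusted). The rank product gave 45 (33 higher), 39 on the authors' table, 14 on every probe of it and 45 in the union. Fitting only the arrays of the run leaves fewer arrays to estimate the spread, and the filter leaves 22402 probes. Otherwise the cause was not tested. The other alternatives gave 3 to 5. Of the 4 probes, 4 were shared with the fits on the authors' table, with trend and robust moderation and with the slide as a random block, 3 with normexp, quantile normalization and the rank product, and 2 with array weights.

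For the difference between the knock-in effects, no run term gave 14865, the t-test without regard to run 17562 and the rank product 3624. These compare the knock-in arrays across runs, so they include the difference between runs. By the F test, no run term gave 10592, the slide as a fixed block 2, normexp 2, probes above background on every array 2, array weights 11, trend and robust moderation 2, and the slide as a random block 4. The cause was not tested apart from the run.

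The replicate block gave 0 in *Per3*5/5 (3466 unadjusted), 16379 in *Per3*4/4, 17021 between the knock-in genotypes and 17 clock gene probes. It sets *Per3*4/4 arrays of run 2 against WT arrays of run 1 with the same number, so it holds the difference between runs. The numbers do not pair the arrays: deviations of same-numbered arrays correlated over 0.1 in 2 of 7 pairs of *Per3*5/5 and WT, 1 of 8 of *Per3*4/4 and WT, and 4 of 7 of *Per3*5/5 and *Per3*4/4. Under this block the change in *Per3*4/4 reversed for *Prl* (3.66), *Nr1d1* A_51_P223776 (0.88), *Ptgs2* (-1.12), *Per3* (-0.72), *Sycp3* (-1.36), *Per2* A_51_P282760 (0.52) and A_52_P536869 (-0.76), *Csnk1d* A_52_P11576 (0.88), *Cry2* A_52_P248378 (0.61), *Clock* A_52_P334670 (-0.56), *Rpp40* A_52_P366047 (1.28), *Sln* (-2.31), *Cry1* A_52_P420500 (-1.70) and *Per1* (0.55). *Sycp3* also reversed in *Per3*4/4 with no run term (-0.070) and by the t-test against all WT arrays (-0.070), both of which mix the runs. No other named probe that passed in either fit reversed.

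Of 39 list tests, 15 passed by camera at the preset correlation of 0.01. With the correlation estimated from the residuals 0 passed, the directions and medians being the same by construction, since the genes of a list varied together among mice. No run term left 1, probes above background on every array 7 and the replicate block 9. The last filter removed the Y-linked genes, which then had no value. The direction of the list test reversed under array weights for the cortex and hippocampus list in *Per3*4/4 (median 0.070), the hypothalamic neuron list in *Per3*4/4 (-0.061) and the activity-regulated list between the knock-in effects (-0.20). Without the run term it reversed for the striatum list in *Per3*4/4 (-0.0038) and between the knock-in effects (-0.31) and for the hypothalamic neuron list in *Per3*5/5 (-0.13), and under the replicate block for the striatum list in *Per3*4/4 (0.22) and between the knock-in effects (-0.33) and the hypothalamic neuron list between them (-0.81). The median itself kept its sign for the activity-regulated and hypothalamic neuron lists between the knock-in effects and for the striatum list in *Per3*4/4 without the run term. The cause was not tested. The SDs of the fold changes were 0.45 in *Per3*5/5 and 0.47 in *Per3*4/4 without the run term, skewness became 0.97 and -0.80, and excess kurtosis in *Per3*4/4 fell to 2.52, which the difference between runs enters by construction.

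With each array left out in turn, the counts ranged from 0 to 3 in *Per3*5/5 (3 without WT array 7), from 2 to 8 in *Per3*4/4, from 0 to 2 between the knock-in effects (2 without array 5 of *Per3*5/5), from 1 to 6 by the F test (6 without WT array 7), from 0 to 0 for clock genes, and from 9 to 18 for list tests (9 without array 6 of *Per3*4/4 and 18 without WT array 12). The activity-regulated list between the knock-in effects lay between -0.18 and 0.080, and the direction of its test, but not the sign of its median, reversed without WT array 10 (-0.18, adjusted p = 0.0162). No single array left out reversed a named probe that passed.

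The WT arrays differed between runs at 18534 probes, 7503 of them higher in run 2. Quantile normalization gave 18472, of which 9641 were higher in run 2, normexp 16504 and probes above background on every array 14224. The authors' table is centred within runs and gave no value. The scan date matched the run in every array, so that block gave the main values. The knock-in genotypes lie in different runs, so only the arrays of 1 run could not be fitted for their difference. No fold was given for *Sycp3*, which was near background.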

Differences from the paper's values

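The t-test and rank product on the authors' table, the union of t-test and rank product, and the slide as a fixed block were chosen only after the result was seen. The paper's text does not say which WT arrays it set against each knock-in genotype, so its WT set may differ from the one used here. The paper reports 282 differentially expressed probes in *Per3*5/5, and 0 passed here by limma, with 1849 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the rank product (334) came within the paper's value. No run term (1) and array weights (10) did not, and neither did the slide as a random block, normexp, quantile normalization, the percentile of detected probes, the authors' table, no filter, the filter on every array, outlier spots kept, trend and robust moderation, only the arrays of the run, the scan date, the replicate block and the methods' t-test in both forms, which gave 0. The rank product on the authors' table (281), the same on every probe of it (250) and the union of both tests (334), all chosen after seeing the values, also came within it.

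For *Per3*4/4 the paper reports 96 probes, and 4 passed here. None of the alternatives set before the data were examined came within 1.5 times the paper's value. They gave 0 to 9, apart from the rank product (45) and the replicate block (16379). The rank product on the authors' table (39), on every probe of it (14) and the union (45), chosen after seeing the values, did not either.

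Of the paper's 7 genes differentially expressed in both knock-in genotypes, 0 passed here in both by limma. The rank product, set before the data were examined, called 6, all but *Apoc4*. The other alternatives set before the data were examined called 0. The rank product on the authors' table, chosen after seeing the values, called 6, and on every probe of it 4.

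The paper names 21 combinations of gene and genotype as differentially expressed, and limma passed 0 of them. The rank product called 20, in the stated direction where there is one, and so did the rank product on the authors' table, which was chosen after seeing the values. On every probe of the authors' table, also chosen after seeing the values, it called 18. *Ccl21a* in *Per3*4/4 passed with normexp (adjusted p = 0.0226), array weights (adjusted p = 0.035) and the slide as a random block (adjusted p = 0.0431), in a range up to 1.00 over 11 alternatives, and without array 7 of *Per3*4/4 (adjusted p = 0.0430). The replicate block called 2, *Rpp40* and *Sln* in *Per3*4/4.

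The paper describes the fold changes as normally distributed. Here excess kurtosis was 8.03 in *Per3*5/5 and 14.3 in *Per3*4/4, and it stayed above that of a normal distribution under each alternative run on it, at 2.52 in *Per3*4/4 without the run term. In its discussion the paper states that *Homer1* was raised in both knock-in genotypes at some probes in this protocol and lowered at others. Its results for this protocol name *Homer1* as lower in *Per3*5/5 than in WT. All 4 *Homer1* probes were lower here, by log2 changes of -0.59, -0.52, -0.81 and -0.19 in *Per3*5/5 and -0.32, -0.33, -0.33 and -0.08 in *Per3*4/4. The sign depended on the setting at some probes. With no run term and in the t-test against all WT arrays, both of which mix the runs, the change in *Per3*5/5 was 0.39 at A_51_P387159 and 0.14 at A_51_P387160, the 2 probes with the lowest coordinates, and the change in *Per3*4/4 was 0.06 at A_52_P151211. In *Per3*4/4, A_52_P151211 was also raised under array weights (0.16) and under the replicate block (0.21), and A_52_P37991 under array weights (0.14), and both were raised without WT array 10 (0.18 and 0.11). None of these rises passed an adjusted p of 0.05, and no setting raised the same probe in both knock-in genotypes.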

Other observations

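The test of neighbouring changed genes in *Per3*5/5 and camera with the estimated correlation were chosen only after the result was seen. The count in *Per3*5/5 was 0 probes by limma, which 100 of 100 splits of the arrays within a run must reach, so that comparison decides nothing. At an unadjusted p under 0.05, 16 of 100 gave as many as the 1849 observed. For the difference between the knock-in effects, the 0 observed by limma is likewise reached by 100 of 100 splits by construction, and 55 gave as many as the 893 at an unadjusted p under 0.05. The F test's 1 probe was reached in 8 of 100 splits. Chance cannot be excluded for the counts at an unadjusted p or for that of the F test. Across probes, the correlation of the effects of *Per3*5/5 and *Per3*4/4 was 0.047, and 73 of 100 splits gave one as far from 0. Genes are not independent replicates.

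For the rank product, the splits used a draw of permutations of their own, with which the real split gave 325 calls in *Per3*5/5 and 47 in *Per3*4/4, against 334 and 45 at the claim. Of 100 splits, 11 gave as many in *Per3*5/5 (median of the others 122, highest 769) and 87 in *Per3*4/4 (median of the others 75, highest 532), so chance cannot be excluded for these counts.

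The difference between the WT arrays of the 2 runs was matched by no other split of the WT arrays, 1 of 100 with the real one included (highest other 10231), so chance is excluded. Run, scanner, scan date and the WT animals used in each run cannot be told apart.

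For *Prl* between the knock-in genotypes, a varying amount of pituitary in the dissected tissue is a candidate explanation. With group means removed, 7 other pituitary genes followed *Prl* across the 30 arrays with a median r of 0.568 (permutation p = 0.0048) and a median rho of 0.391 (permutation p = 0.0113). The median r was 0.441 in run 1, 0.588 in run 2 and 0.410 without the 2 arrays farthest from the median, while those of the other lists reached at most 0.243. Of the 9 genes tested on the list, 8 were well above background on at least 8 WT arrays, 2 stand on another list and 1 was named by the paper. A difference between genotypes in *Prl* itself stays open.

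In *Per3*5/5, among genes with an unadjusted p under 0.001, 7 of 26 lay within 2 Mb of another (permutation p = 0.009), and 5 did when neighbours within 100 kb were left out (permutation p = 0.046). They were on chromosome 11, 8430429K09Rik (3.83), *Ccdc157* (1.15), *Sf3a1* (1.02), *Tbc1d10a* (0.60) and *Ube2d-ps* (-1.06), and on chromosome 2, *Ppp1r16b* (-0.79) and *Fam83d* (-0.88), and none passed an adjusted p of 0.05. Segments that differ from WT may explain this, and a local effect on neighbouring genes stays open.

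The medians of the lists that are not given elsewhere, in *Per3*5/5, in *Per3*4/4 and for the difference between them, in this order, were as follows. Activity-regulated genes had -0.19 (adjusted p = 0.00429 by camera, 18 of 18 lower), -0.28 (adjusted p = 6.08e-05, 15 of 18 lower) and -0.03 (adjusted p = 0.992). Cortex and hippocampus genes had -0.52 (adjusted p = 0.00737, 10 of 10 lower), -0.36 (adjusted p = 0.0179, 8 of 10 lower) and -0.24. Hypothalamic neuron genes had 0.23 (adjusted p = 0.0414, 15 of 17 higher), 0.36 (adjusted p = 0.0459, 12 of 17 higher) and -0.20. Choroid plexus genes had -0.33 (adjusted p = 0.00497) and 0.75 (adjusted p = 2.58e-10) against WT. Striatum genes had -0.04 and -0.24 (adjusted p = 0.0101, 8 of 10 lower), genes the paper names for the protocol -1.24 (adjusted p = 0.00481, 9 of 12 lower) and 0.11, and the 4 Y-linked genes 0.10 and -1.54 (adjusted p = 0.00102, 4 of 4 lower). *Xist*, on the same list, was too dim to be tested. Not past the threshold were clock genes (-0.03, 0.00 and -0.04), sleep genes (-0.06, 0.06 and -0.11), pituitary (0.18, -0.80 and 0.87), thalamus (0.07, 0.34 and -0.32), blood (-0.07, -0.25 and 0.15) and substrain genes (-0.06, -0.00 and -0.13). Median, mean and test differed in sign for striatum in *Per3*5/5, substrain in *Per3*4/4, and hypothalamic neurons and activity-regulated genes in the difference. These adjusted p are those of camera at the preset correlation. By fry 0 of 39 list tests passed, with 2 at an unadjusted p under 0.05, and by camera with the correlation estimated from the residuals 0 of 39, against 15 with the preset one, so none of these list differences is established.

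At the preset correlation, several list results also depended on single arrays. In *Per3*4/4, without WT array 10, the medians were -0.03 for activity-regulated genes (adjusted p = 0.553), 0.05 for cortex and hippocampus (adjusted p = 0.825), -0.03 for hypothalamic neurons (adjusted p = 0.971) and 0.05 for striatum (adjusted p = 0.998). Activity-regulated genes and striatum passed in 29 of 30 fits with an array left out, cortex and hippocampus in 19 (adjusted p = 0.0986 without array 7 of *Per3*4/4) and hypothalamic neurons in 15 (adjusted p = 0.706 without WT array 8). The Y-linked genes in *Per3*4/4 did not pass without array 7 of *Per3*4/4 (-0.83, adjusted p = 0.134) or array 6 (-0.74, adjusted p = 0.0777). The hypothalamic neuron list in *Per3*5/5 passed in 21 of 30 such fits, and among others not without array 6 of *Per3*5/5 (0.10, adjusted p = 0.313) or WT array 5 (0.16, adjusted p = 0.199).

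In this protocol *Kcna2* changed by -0.09 in *Per3*5/5 and -0.13 in *Per3*4/4. *Adh1* changed by -0.91 at probe A_52_P629895 and -1.06 at probe A_51_P428555 in *Per3*5/5, where the rank product called both and limma neither, and by 0.12 and 0.08 in *Per3*4/4. A further *Adh1* probe was well above background on 0 arrays and was not tested. *Adora1* changed by 0.08, -0.23 and -0.18 in *Per3*5/5 and by 0.00, -0.11 and -0.07 in *Per3*4/4 at probes A_51_P188845, A_52_P661412 and A_52_P172272. Of 435 pairs of arrays, 1 had a correlation of deviations over 0.5 (0.639, array 7 of *Per3*4/4 and WT array 15, same scan), and no pair of arrays with the same slide code and position in different scans held identical values.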
